# Methylglyoxal-Derived Nucleoside Adducts Drive Vascular Dysfunction in a RAGE-Dependent Manner

**DOI:** 10.3390/antiox13010085

**Published:** 2024-01-10

**Authors:** Seigmund Wai Tsuen Lai, Supriyo Bhattacharya, Edwin De Jesus Lopez Gonzalez, Sarah C. Shuck

**Keywords:** glucose metabolism, glycation, receptor for advanced glycation end products (RAGE), methylglyoxal, diabetes, diabetic kidney disease, endothelial dysfunction, endothelial cells, vascular disease

## Abstract

Diabetic kidney disease (DKD) is a leading cause of death in patients with diabetes. An early precursor to DKD is endothelial cell dysfunction (ECD), which often precedes and exacerbates vascular disease progression. We previously discovered that covalent adducts formed on DNA, RNA, and proteins by the reactive metabolic by-product methylglyoxal (MG) predict DKD risk in patients with type 1 diabetes up to 16 years pre-diagnosis. However, the mechanisms by which MG adducts contribute to vascular disease onset and progression remain unclear. Here, we report that the most predominant MG-induced nucleoside adducts, *N*^2^-(1-carboxyethyl)-deoxyguanosine (CEdG) and *N*^2^-(1-carboxyethyl)-guanosine (CEG), drive endothelial dysfunction. Following CEdG or CEG exposure, primary human umbilical vein endothelial cells (HUVECs) undergo endothelial dysfunction, resulting in enhanced monocyte adhesion, increased reactive oxygen species production, endothelial permeability, impaired endothelial homeostasis, and exhibit a dysfunctional transcriptomic signature. These effects were discovered to be mediated through the receptor for advanced glycation end products (RAGE), as an inhibitor for intracellular RAGE signaling diminished these dysfunctional phenotypes. Therefore, we found that not only are MG adducts biomarkers for DKD, but that they may also have a role as potential drivers of vascular disease onset and progression and a new therapeutic modality.

## 1. Introduction

The rate of diabetes worldwide is expected to double by 2050, raising significant concerns about the risk of developing deadly co-morbidities [1]. Patients with diabetes are at risk of developing microvascular and macrovascular complications, including diabetic kidney disease (DKD), cardiopathy, and neuropathy [2]. These complications are driven by endothelial cell dysfunction (ECD), which can cause impaired endothelial homeostasis, vascular integrity, cell adhesion, tone, and solute transport, all of which can be exacerbated by metabolic changes that occur in patients with diabetes [3]. However, the role of metabolic alterations in driving ECD, and whether they can be used to predict ECD prior to disease onset, remains unknown. Defining these mechanisms would allow for the development of clinical interventions to mitigate or reverse ECD before irreversible damage to the endothelium occurs. Dysregulated endothelial homeostasis can impact disease progression, severity, and treatment approaches, such as in cardiac [4,5], neurological [6], and kidney disorders [7]. In addition to this, metabolic dysfunction is proposed to drive ECD via the production of reactive molecules. An abundant metabolic by-product is methylglyoxal (MG), which covalently modifies macromolecules to form MG-derived adducts (MG adducts) on DNA, RNA, and proteins, namely *N*^2^-carboxyethyl-2′-deoxyguanosine (CEdG), *N*^2^-carboxyethyl-guanosine (CEG), and carboxyethyllysine (CEL), respectively [8]. We recently discovered that nucleoside MG adducts predict DKD at least 16 years pre-diagnosis [9]. MG adducts are a subclass of advanced glycation end products (AGEs), which have been explored in terms of protein modifications, but the role of nucleoside modifications in driving disease is not known [8].

MG adducts are proposed to be indicators of the metabolic flux that often occurs in diseases such as cancer and diabetes. In addition to their role as biomarkers and predictors of DKD, MG adducts may also drive ECD. Here, we provide the first evidence that MG adducts can drive ECD by activating the receptor for AGEs (RAGE), a receptor that has been well studied in various disease pathologies. RAGE is a transmembrane immunoglobulin receptor, with the extracellular V domain proposed to be an important ligand-binding domain that triggers downstream signaling [10,11]. The intracellular RAGE/DIAPH1 interaction has been identified as an important mediator of RAGE signaling [12]. RAGE inhibitor studies targeting this interaction have validated lead compounds as effective inhibitors of RAGE signaling in vitro and in vivo [12]. Examples of ligands identified to bind at the V domain and activate RAGE are the S100B protein, protein-based AGEs, amyloid beta peptide, macrophage antigen-1, lysophosphatidic acid, and the high mobility group box 1 protein [11,13]. Alternatively, S100A6 binds to the C2 domain and activates the JNK and caspase 3/7 apoptotic pathways [14], and S100A12 binds to the C1 and C2 domains, activating the NFκB and MAPK pathways, leading to endothelial activation [15,16]. Compounds such as imidazole, pyrraline, pentosidine, and argypirimidine have also been predicted to act via the C1 domain in in silico docking analyses [17]. However, the literature surrounding these ligand–RAGE interactions is primarily limited to that of large oligomers and macromolecular interactions, namely proteins. For example, studies on other AGEs, such as CEL and carboxymethyllysine (CML), found that while they engage RAGE when bound to larger proteins and peptides, free CEL and CML generally do not interact or activate RAGE [18]. We previously observed a longitudinal association of CEdG and CEG with DKD at least 16 years pre-diagnosis, but their cellular effects are not known [9]. In endothelial cells, RAGE activation has been implicated in endothelial dysfunction, exacerbating inflammation, metabolic dysregulation, and barrier permeability in in vitro and in vivo models of vascular disease [19,20,21]. We recently reviewed the role of MG and MG-derived AGEs in systemic disease [8]. 

Many strategies aimed at treating vascular pathologies fall short in that they do not address the early, underlying metabolic changes that drive disease. As metabolic dysfunction typically precedes vascular disease, this represents a window of opportunity for intervention before disease onset. Thus, there is an urgent need to further our biochemical and metabolic understanding of complication pathogenesis to develop novel therapeutic approaches for diabetic complications. As nucleosides, it is conceivable that MG adducts make chemical interactions with RAGE distinct from other protein AGEs because of their size, charge, thermodynamic interactions, etc. Therefore, it remains unclear whether MG adducts share the same affinities for RAGE in binding, activation, and relation to disease pathology. Furthermore, the phenomenon of nucleoside-mediated RAGE activation and downstream signaling has never been previously studied. Therefore, as by-products of dysregulated metabolism, we thus postulated that MG adducts may induce vascular dysfunction. Here, we provide the first biochemical evidence that nucleoside MG adducts can drive ECD mediated by RAGE activation and signaling. 

## 2. Materials and Methods

### 2.1. Cell Cultures

Primary human umbilical vein endothelial cells (HUVECs) and THP-1 monocytic cells were a generous gift from Dr. Zhen Chen at City of Hope. HUVECs were cultured in M199 media (Sigma Aldrich, St. Louis, MO, USA) supplemented with 10% heat-inactivated FBS (Omega Scientific, Tarzana, CA, USA) and β-endothelial cell growth factor (Sigma Aldrich, St. Louis, MO, USA). HUVECs between passages 5 and 9 were used for the experiments. THP-1 cells were cultured in RPMI-1640 (ThermoFisher Scientific, Waltham, MA, USA) supplemented with 10% heat-inactivated FBS (Omega Scientific, Tarzana, CA, USA). The cells were maintained in an incubator at 37 °C with 5% CO_2_ and were routinely checked for mycoplasma contamination. Bovine serum albumin was conjugated to sodium palmitate as previously described, and an unconjugated vehicle was prepared in parallel [22].

### 2.2. Materials

RAGE inhibitor (Ri), (4-[(4-bromobenzyl)amino]phenol), was purchased from ChemBridge (ID# 7737211; San Diego, CA, USA) [12]. CEdG and CEG were synthesized as previously described using deoxyguanosine monophosphate (dGMP) and guanosine monophosphate (GMP), respectively [23,24]. ^15^N_5_-*R*,*S*-CEdG and ^15^N_5_-*R*,*S*-CEG were synthesized similarly using ^15^N_5_-dGMP and ^15^N_5_-GMP, respectively. The following chemicals were obtained for our study: Tween-20 and trichloroacetic acid from ThermoFisher Scientific, Waltham, CA, USA; phosphate-buffered saline (PBS) from Bioland Scientific, Paramount, CA, USA; and Triton X-100, trypan blue, crystal violet, and endotoxin-free fatty acid-poor bovine serum albumin (BSA) from Sigma Aldrich, St. Louis, MO, USA, unless otherwise indicated.

### 2.3. Multiplex Mass Spectrometry Method to Measure MG Adducts

MG adducts were isolated and quantified via liquid chromatography–tandem mass spectrometry (LC-MS/MS) as previously described, with data analysis performed using MassHunter quantitative analysis software (Agilent Technologies, Santa Clara, CA, USA; Version B.07.01, Build 7.1.524.0) [9,23,24].

### 2.4. Isolation and Enrichment of Secreted MG Adducts

The cells were treated as indicated, and the cultured media was harvested, with cellular debris pelleted through centrifugation for 5 min at 1250× *g* and processed through 3-kDa filters (ThermoFisher Scientific, Waltham, MA, USA). The flowthrough was subjected to cation exchange solid-phase extraction using Waters™ Oasis MCX cartridges as described previously [9,23,24]. Samples were dried at room temperature using vacuum centrifugation and resuspended in 25 µL of LC-MS-grade water (Fisher Scientific, Waltham, MA, USA). 

### 2.5. Experimental Treatments

Unless otherwise indicated, HUVECs were exposed to MG adducts at a final concentration of 50 ng/mL of each diastereomer (*R* and *S*). Where indicated, HUVECs were pretreated with Ri at a final concentration of 100 µM for 1 h before treatment with MG adducts. 

### 2.6. RNA Extraction and Quantitative PCR

Total RNA was isolated using Direct-zol RNA Miniprep Plus (Zymo Research, Irvine, CA, USA). cDNA was synthesized using the iScript™ Reverse Transcription Supermix (Bio-Rad, Hercules, CA, USA). qPCR was performed with the PowerUp™ SYBR™ Green Master Mix (Applied Biosystems, Foster City, CA, USA) using the ViiA™ 7 Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). All primer sequences used in qPCR amplification can be found in Supplementary Table S1.

### 2.7. Crystal Violet Viability Assay

HUVECs were plated in 96-well plates at a density of 21,000 cells/cm^2^ and treated the next day with the indicated concentrations of each compound or vehicle for 24 h. The media was decanted, and the wells were washed with 100 µL of PBS to remove dead cells. The cells were stained with 100 µL of crystal violet solution (0.5% crystal violet (*w*/*v*) and 25% methanol (*v*/*v*) in water) for 30 min with gentle rocking. The crystal violet solution was removed, and the wells were washed with 100 µL of PBS. The plates were airdried for 30 min at room temperature, and 100 µL of 1% SDS was added to solubilize the stain. Absorbance at 562 nm was read using a Cytation 5 cell imaging multi-mode reader (BioTek Instruments, Winooski, VT, USA). The experiments were performed with three independent biological replicates per condition. Treatment survival percentage was normalized to the vehicle untreated control. IC_50_ values were calculated using GraphPad Prism software (Version 9.5.1; Boston, MA, USA).

### 2.8. Proliferation and Morphology Assay

HUVECs were plated in 24-well plates at a density of 16,000 cells/cm^2^ and treated the next day with the indicated concentrations of each compound or vehicle for the designated timepoints. At each timepoint (day 1, 3, or 5), cells were imaged using EVOS™ XL Core (ThermoFisher Scientific, Waltham, MA, USA), harvested, and live cells were counted using the LUNA-II™ cell counter (Logos Biosystems, Anyang-si, Republic of Korea) using trypan blue exclusion.

### 2.9. Immunofluorescence

HUVECs were plated in 24-well plates on coverslips at a density of 26,000 cells/cm^2^ (NFκB staining) or 38,000 cells/cm^2^ (MG adduct staining) and allowed to adhere overnight and then treated as indicated. The cells were washed with ice-cold PBS and fixed with ice-cold 100% methanol for 20 min at −20 °C. The fixed cells were rinsed once with ice-cold PBS for 5 min with gentle shaking. The cells were then permeabilized for 10 min on ice with 0.3% Triton X-100 in PBS. The cells were rinsed three times with ice-cold PBS for 5 min each with gentle shaking and incubated with blocking buffer (1% BSA in PBS) for 1.5 h at room temperature. Mouse anti-human NFκB p-65 antibody (Cell Signaling Technology, Danvers, MA, USA; 6956, 1:400) or mouse anti-MG adduct antibody (Cell BioLabs, San Diego, CA, USA; STA-011, 1:200) was added to the coverslips in PBS containing 1% BSA and 0.1% Tween-20 and incubated overnight at 4 °C with gentle rocking. The next day, the coverslips were washed with 0.1% Tween-20 in PBS three times for 5 min with gentle shaking. The coverslips were incubated with Alexa Fluor 488 (AF488)-conjugated goat anti-mouse antibody (Fisher Scientific, Waltham, MA, USA; A-11001, 1:1000) in PBS containing 1% BSA and 0.1% Tween-20 for 1 h at room temperature. The coverslips were washed with 0.1% Tween-20 in PBS three times for 5 min with gentle shaking and mounted onto slides with Fluoroshield mounting medium (Fisher Scientific, Waltham, MA, USA). Slides were sealed with nail polish and allowed to cure for at least 2 h. Fluorescent images were taken with a Zeiss Observer II brightfield microscope with a 20X objective and analyzed using Zeiss ZEN Lite software (Version 3.7.97.01000; Oberkochen, Germany). Nuclear NFκB translocation was determined by outlining the DAPI-positive nuclei and quantifying the AF488 signal in the nucleus. MG adduct quantification was performed by outlining each cell and quantifying the intracellular AF488 signal.

### 2.10. Immunoblotting 

HUVECs were treated as indicated and lysed using RIPA lysis buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM beta-glycerophosphate, 1 mM Na_3_VO_4_, 1 µg/mL leupeptin, 1 mM PMSF, and 1.25 mM DL-dithiothreitol) supplemented with a Pierce protease/phosphatase inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA). The samples were centrifuged at 14,000× *g* for 15 min at 4 °C. The supernatant was collected and aliquoted, and protein content was determined using the Pierce™ BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA). Proteins (15 µg) were resolved on 4–20% SDS–PAGE gels (Bio-Rad, Hercules, CA, USA) and transferred to PVDF membranes (Bio-Rad, Hercules, CA, USA). The membranes were blocked for 30 min using EveryBlot blocking buffer (Bio-Rad, Hercules, CA, USA) and probed for phospho-AKT (Cell Signaling Technology, Danvers, MA, USA; 4060, 1:1000), AKT (Cell Signaling Technology, Danvers, MA, USA; 4691, 1:1000), phospho-MEK (Cell Signaling Technology, Danvers, MA, USA; 2338, 1:1000), MEK (Cell Signaling Technology, Danvers, MA, USA; 8727, 1:1000), phospho-eNOS (Cell Signaling Technology, Danvers, MA, USA; 9571, 1:1000), eNOS (Cell Signaling Technology, Danvers, MA, USA; 32027, 1:1000), RAGE (Cell Signaling Technology, Danvers, MA, USA; 6996, 1:1000), or GAPDH (Cell Signaling Technology, Danvers, MA, USA; 5174, 1:5000) diluted in EveryBlot blocking buffer (Bio-Rad, Hercules, CA, USA). The blots were then washed three times with PBS + 0.1% Tween-20 for 5 min with gentle rocking. For the secondary antibody, goat anti-rabbit IgG H&L-HRP conjugate (Abcam, Waltham, MA, USA; ab6721, 1:5000) was diluted in EveryBlot blocking buffer (Bio-Rad, Hercules, CA, USA) and incubated for 1 h at room temperature covered from light. The blots were then washed three times with PBS + 0.1% Tween-20 for 5 min with gentle rocking. The blots were incubated with an enhanced chemiluminescent substrate (ThermoFisher Scientific, Waltham, MA, USA) and imaged using the iBright™ FL1500 imaging system (Invitrogen, Carlsbad, CA, USA).

### 2.11. Monocyte Adhesion Assay

HUVECs were plated in 24-well plates at a density of 20,000 cells/cm^2^ and allowed to adhere overnight. HUVECs were then treated as indicated. THP-1 monocytic cells were labeled with 200 nM of calcein AM (Invitrogen, Carlsbad, CA, USA; C1430). THP-1 cells were incubated with HUVECs for 30 min at 37 °C. Unbound monocytes were removed by washing with a complete HUVEC medium. Fluorescent and attached monocytes were imaged using a Cytation 5 cell imaging multi-mode reader (BioTek Instruments, Winooski, VT, USA) with the green fluorescent channel. 

### 2.12. Reactive Oxygen Species (ROS) Detection

HUVECs were plated in 96-well plates at a density of 21,000 cells/cm^2^, allowed to adhere overnight, and then treated as indicated. ROS detection was performed according to the manufacturer’s instructions (Cayman Chemical, Ann Arbor, MI, USA; 601290). The plate was read using a Cytation 5 cell imaging multi-mode reader (BioTek Instruments, Winooski, VT, USA). Antimycin A (“Anti”) was used as a positive control to induce ROS formation.

### 2.13. Transwell Endothelial Permeability Assay

Endothelial permeability was determined using the endothelial transwell permeability assay (Cell Biologics, Chicago, IL, USA; CB6929). HUVECs (200,000 cells per well) were seeded onto 24-well cell culture inserts provided with the kit and grown to a confluent monolayer. The media was then removed from each well and replaced with serum-free media. The cells were then treated as indicated, with or without the 1-h pre-treatment with Ri (100 µM). HRP (5 µL, 44 kDa) was then added to the top chamber of inserts, and the cells were incubated at 37 °C with 5% CO_2_. At each designated timepoint, 20 µL aliquots of the medium in the bottom chamber were transferred to a 96-well plate in triplicate. Permeability was assessed, according to the manufacturer’s instructions, by measuring sample absorbance at 450 nm using a Cytation 5 cell imaging multi-mode reader (BioTek Instruments, Winooski, VT, USA). The data were presented as relative permeability relative to untreated control values. The experiments were performed in biological triplicates.

### 2.14. Measuring MG Adduct Cellular Uptake

HUVECs were plated on 6-well plates at a density of 30,000 cells/cm^2^ and treated the next day with 200 ng/mL of isotopically labeled MG adducts (^15^N_5_-*R*,*S*-CEdG or ^15^N_5_-*R*,*S*-CEG). At each indicated timepoint, conditioned media was collected, centrifuged to remove cellular debris, and processed via cation exchange solid-phase extraction using Oasis MCX SPE cartridges (Waters, Milford, MA, USA) [9,23,24]. Additionally, cell pellets were collected and lysed using 10% *w*/*v* trichloroacetic acid, and cellular debris was separated via centrifugation for 15 min at 4 °C at 12,000*× g*. Both the cell pellets and conditioned media were spiked with isotopically labeled internal standards prior to their quantification via LC-MS as previously described [23,24]. To quantify adduct uptake, cells treated with ^15^N_5-_*R*,*S*-CEdG used ^15^N_5_-*S*-CEG at a final concentration of 5 ng/mL as an internal standard. Conversely, cells treated with ^15^N_5-_*R*,*S*-CEG used ^15^N_5_-*S*-CEdG at a final concentration of 5 ng/mL as an internal standard. 

### 2.15. RNA Sequencing

Total RNA was isolated using Direct-zol RNA Miniprep Plus (Zymo Research, Irvine, CA, USA). RNA sequencing libraries were generated with the Kapa RNA HyperPrep kit with RiboErase (Kapa Biosystems, Wilmington, MA, USA; KR1351), according to the manufacturer’s protocol. Total RNA (250 ng) from each sample was used for sequencing library preparation. The final libraries were validated with the Agilent Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, Santa Clara, CA, USA). Sequencing was performed on the Illumina NovaSeq6000 with S4 Reagent Kit v1.5 (Illumina, San Diego, CA, USA; 20028313) with a sequencing length of 2 × 101. Real-time analysis (RTA) 3.4.4 software was used to process the image analysis.

### 2.16. Bioinformatics Analysis

The RNA-seq fastq reads were processed using Partek Flow Genomics pipeline version 10.0 [25]. The key steps involved in this pipeline are given below. Raw fastq reads were preprocessed to filter low-quality reads and contaminants using Bowtie 2 [26] and remove adapters using cutadapt [27]. The cleaned reads were aligned to the reference genome (hg38) using STAR version 2.7.8a [28]. Gene counts were quantified using a modified form of the expectation/maximization algorithm (Partek E/M) [29]. Count normalization and differential gene expression (DEG) analyses were performed using limma-voom [30]. The normalized gene counts were converted into counts per million (CPM), followed by the filtering of low-expressed genes (genes with CPM < 0.3 in more than 50% of the samples). *p*-values of the DEGs were converted into false discovery rates (FDRs) according to the Benjamini–Hochberg method [31]. Gene set enrichment analysis (GSEA) was performed using ClusterProfiler [32] using Gene Ontology biological process (GO-BP) [33,34], Kyoto Encyclopedia of Genes and Gene Products (KEGG), and Molecular Signatures Database (MsigDB) Hallmark terms [35,36]. For calculating gene set enrichment, genes were ranked according to their −log(pvalue). Protein interaction analysis was performed using STRING by employing the STRINGdb R package [37]. The volcano plots, heatmaps, and Venn diagrams were created using the EnhancedVolcano [38], ComplexHeatmap [39], and eulerr packages, respectively [40]. Protein network diagrams were created using the igraph R package [41]. The analysis pipeline was implemented in R version 4.2 [42]. The data presented in this study are available in the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO), under accession number GSE251645.

### 2.17. Statistical Analysis

Statistical analyses were conducted using GraphPad Prism Software (Version 9.5.1; Boston, MA, USA). Gaussian distribution was determined to evaluate normality. Comparisons between two groups were carried out with the unpaired *t*-test. One-way ANOVA with Dunnett’s or Tukey’s multiple comparisons test was used to compare two or more groups. Data were presented as the mean ± SD; *p* < 0.05 values were considered statistically significant.

## 3. Results

### 3.1. Endothelial Cells Produce and Secrete MG Adducts under Hyperglycemic and Hyperlipidemic Diabetic Conditions

We sought to determine the impact of diabetogenic conditions on the intracellular accumulation and extracellular release of MG adducts in HUVECs. These cells were treated with D-glucose (5.5 mM in media, “Untreated”; 25 mM, “Glu”), palmitic acid (100 μM, “PA”) conjugated to bovine serum albumin (BSA), or a combination of the two (Glu + PA) for 24 h. Basal glucose levels in the media were 5.5 mM, and unconjugated BSA vehicle treatment was included as a control (“BSA”). A schematic representing the experimental design can be found in Figure 1A. Following treatment, MG adduct levels were quantified using immunofluorescence with an antibody that recognizes DNA, RNA, and protein MG adducts. Treatment with Glu or PA both significantly increased intracellular MG adduct levels, while the combination Glu + PA treatment resulted in higher intracellular levels of MG adducts than either alone (Figure 1B,C). We next measured the excretion of MG adducts from HUVECs treated with these diabetogenic conditions. Conditioned media was harvested, and MG adducts were quantified using stable isotope dilution LC-MS/MS (as outlined in the Materials and Methods section) (Figure 1A) [23,24,43]. Extracellular CEdG and CEG levels were significantly elevated in HUVECs treated with either Glu or PA but not in cells treated with the BSA vehicle control (Figure 1D,E). Furthermore, combination treatment with Glu + PA increased secreted CEdG and CEG beyond what was observed with either treatment alone (Figure 1D,E).

### 3.2. MG Adducts Are Not Toxic to HUVECs 

To first determine the impact of MG adducts on HUVEC viability, proliferation, and morphology, *R*,*S*-CEdG and *R,S-*CEG adducts were synthesized and purified (Figure S1A). We first extrapolated clinically observed urinary concentrations of MG adducts in patients with type 1 diabetes to rationalize our treatment approach [9]. HUVECs were treated with increasing concentrations of these analytes for 24 h, and their viability was determined using crystal violet analysis. We found that CEdG and CEG treatments up to 200 ng/mL were not cytotoxic (Figure S1B). To determine whether there were long-term effects on HUVEC proliferation and morphology, we then treated HUVECs with CEdG or CEG at doses up to 200 ng/mL for up to 5 days and monitored their proliferation and morphology. No discernible effects on proliferation or morphology were observed (Figure S1C–E).

### 3.3. MG Adducts Promote Monocyte Adhesion

As by-products of dysregulated metabolism, we proposed that MG adducts may be a driver of vascular disease. An early precursor of vascular disease is endothelial dysfunction, which typically begins with endothelial activation, characterized by increased leukocyte diapedesis, in which immune cells, such as monocytes, migrate and extravasate into the endothelium where they recruit additional immune cells and can induce inflammation [44]. We began by studying two prominent surface adhesion markers that facilitate monocyte adhesion, *ICAM1* and *VCAM1*. Treatment with CEdG led to an approximate 4-fold and 3-fold increase in the expression levels of *ICAM1* and *VCAM1*, respectively (Figure 2A), while CEG led to an approximate 3-fold increase in the expression levels of both (Figure 2B). We next examined the impact of MG adducts on monocyte adhesion and found that the treatment of HUVECs with either CEdG or CEG significantly increased the adherence of THP-1 monocytes to a HUVEC monolayer (Figure 2C,D). The increase in *ICAM1* and *VCAM1* expression and monocyte adhesion were not observed when HUVECs were treated with the MG adducts’ unmodified nucleoside counterparts—deoxyguanosine (dG) or guanosine (G) (Figure S2A,B).

### 3.4. MG Adducts Induce Oxidative Stress and Inflammation

We next examined the impact of the MG adducts on ROS formation, a driver of inflammation. CEdG and CEG, but not dG or G, both led to a significant upregulation of ROS abundance, namely superoxides and peroxides (Figure 3A and Figure S2C). To further test whether inflammation was increased following the MG adduct treatment, qPCR analysis of the inflammatory genes *TNFa, IL1b, IL6,* and *IFNg* was performed. We found that both CEdG and CEG significantly increased the expression of these genes (Figure 3B,C), an effect absent with dG or G (Figure S2A).

### 3.5. MG Adducts Induce Endothelial Dysfunction and Impair Endothelial Homeostasis and Vascular Integrity

Maintenance of endothelial homeostasis is key to protecting the endothelium’s integrity and health. To determine the impact of MG adducts on endothelial health, we measured eNOS expression and phosphorylation, a key regulator of endothelial homeostasis. MG adducts increased *ENOS* mRNA expression (Figure 4A,B), which may be a cellular response to the stress induced by MG adducts. However, MG adducts significantly decreased eNOS protein expression and phosphorylation, suggesting that they impair the functional component of this pathway (Figure 4C). We did not observe a change in *ENOS* mRNA expression or total and phosphorylated eNOS protein expression in cells treated with dG or G (Figure S2D), indicating that these defects are unique to MG adducts.

To determine the impact of MG adducts on endothelial permeability, we then used an HRP probe, which allows for the evaluation of changes in endothelial permeability in real time, determined by the amount of HRP that flows through the endothelial monolayer. MG adducts significantly increased HUVEC permeability at 6 h of treatment, suggesting that MG adducts compromise vascular integrity and permeability, which over time, if left unregulated, could have systemic detrimental effects (Figure 4D).

It has been recently established that *LINC00607* (“607”) is an important regulator and mediator of endothelial dysfunction [45]. The suppression of 607 ablated dysfunctional phenotypes brought on by stressors such as high glucose and TNFα treatment in HUVECs, supporting the role of 607 in mediating endothelial activation and dysfunction [45]. In our studies, we found a 3-fold increase in 607 expression in HUVECs treated with MG adducts (Figure 4A,B). A similar increase in expression was noted in thrombospondin-1 (TSP1 or THBS1), a protein whose receptor promiscuity results in multiple binding partners, the culmination of which contribute to numerous cellular effects, including impaired angiogenesis, increased endothelial apoptosis, increased senescence, and further ROS production (Figure 4A,B). Neither of these changes were observed with dG or G treatment (Figure S2A).

### 3.6. Cells Do Not Uptake MG Adducts

We next sought to determine whether these effects were due to endothelial cells internalizing and uptaking MG adducts from the extracellular space. HUVECs were treated with isotopically labeled adducts, namely ^15^N_5-_*R*,*S*-CEdG or ^15^N_5_*-R*,*S*-CEG, for 24 h, and their uptake was measured by harvesting the culture media and cell pellet and quantifying the analyte levels in each compartment using stable isotope dilution LC-MS/MS (Figure 5A). We found that the isotopically labeled MG adducts remained in the conditioned media following 24 h of treatment, with <0.05% found in the cell pellet (Figure 5B). This supports a potential mechanism of action by which the impact of MG adducts on intracellular signaling processes and EC homeostasis is a result of an extracellular interaction. 

### 3.7. MG Adducts Activate RAGE

As a subclass of AGEs, we hypothesized that nucleoside MG adducts may be exerting their effects on endothelial cells via RAGE, an interaction that has not been previously reported. We found that MG adducts significantly increased the phosphorylation of targets downstream of RAGE, namely AKT (3–3.5 fold) and MEK (1.2–1.5 fold) (Figure 6A,B) [46,47,48,49,50,51]. CEdG, CEG, dG, or G treatment of HUVECs did not impact RAGE mRNA or protein levels (Figures S2E,F and S3A,B), and treatment with dG or G did not induce the phosphorylation of AKT or MEK (Figure S2G). To determine whether this increase in phosphorylation is RAGE dependent, a small molecule inhibitor of RAGE (“Ri”) known as 4-[(4-bromobenzyl)amino]phenol, identified by Manigrasso et al., was used [12]. Ri targets the intracellular, cytoplasmic tail of RAGE and blocks its interaction with DIAPH1. By targeting this domain, the impacts on other RAGE variants (sRAGE and esRAGE) are avoided. 

We began by characterizing the effects of Ri on HUVEC viability, proliferation, and morphology, as well as RAGE expression. The IC_50_ value of Ri in HUVECs was found to be 320 µM following 24 h of treatment (Figure S4A), and Ri did not impact RAGE gene or protein expression (Figure S5A,B). HUVECs were then treated with increasing doses of Ri, and their cell growth and morphology were monitored for 5 days. Up to day 3, there was no impact on HUVEC proliferation or morphology (Figure S4B,C). However, by day 5 of Ri, approximately 50% of cells had become detached from the well, and their morphology had changed to a rounded, flattened shape, with aggregates and cellular debris noted in the media from detached and/or dead cells (Figure S4C). 

The pre-treatment of HUVECs with Ri for 1 h prior to the MG adduct treatment suppressed RAGE activation and reduced AKT and MEK phosphorylation to basal levels (Figure 6A). However, the Ri treatment alone did not induce AKT or MEK phosphorylation (Figure S5C). This suggests that CEdG and CEG are a novel class of RAGE ligands that are capable of activating RAGE and its downstream cascades. 

### 3.8. MG Adducts Drive NFκB p65 Nuclear Translocation in a RAGE-Dependent Manner

To characterize the impact of CEdG and CEG on pathways downstream of AKT and MEK, NFκB p65 nuclear translocation, an indicator of NFκB activation, was measured. Both RAGE and NFκB activation have been previously implicated in numerous disease pathologies, including vascular complications. After 1 h of CEdG or CEG treatment, nuclear NFκB p65 levels were significantly increased (Figure 6C,D). This was ablated by pre-treatment with Ri (Figure 6C,D), which alone did not elicit NFκB p65 translocation (Figure S5D,E). Furthermore, the unmodified nucleosides dG and G did not lead to NFκB p65 nuclear translocation (Figure S2H), suggesting that MG adducts play a key role in mediating NFκB activation and its downstream cellular effects in a RAGE-dependent manner. 

### 3.9. RAGE Inhibition Mitigates MG Adduct-Mediated Endothelial Dysfunction

We then sought to determine whether MG adduct-mediated endothelial dysfunction was the result of RAGE activation and NFκB signaling. To accomplish this, HUVECs were pre-treated with Ri first, prior to the treatment with the MG adducts. It is important to note that the Ri treatment alone did not induce dysfunction (Figure S5F,G). However, we found that Ri pre-treatment before MG adducts strongly reduced endothelial activation and monocyte adhesion (Figure 7A–D), though not entirely. A similar observation was made in ROS production and inflammation (Figure 7E–G). Notably, the Ri pre-treatment of HUVECs also suppressed the expression of *ENOS*, *LINC00607,* and *TSP1* (Figure 7H,I) and prevented MG adduct-induced endothelial dysfunction, evaluated by endothelial homeostasis via eNOS (Figure 7J) and vascular permeability (Figure 7K). Taken together, this demonstrates that MG adduct-induced endothelial dysfunction is mediated through RAGE signaling.

### 3.10. MG Adducts Induce Transcriptional Changes in HUVECs

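RNA sequencing covered 18 libraries of HUVECs, primary endothelial cells of the human umbilical vein, with 3 libraries in each of 6 groups. The groups were untreated cells (Control), cells given Ri, CEdG or CEG alone, and cells given either adduct after Ri (CEdG+Ri and CEG+Ri). Adducts were given at 100 ng/mL for 1 h, the dose and time in the legend of Figure 9. Ri, a small molecule that targets the cytoplasmic tail of RAGE, was given at 100 µM for 1 h beforehand. Libraries were made from total RNA depleted of ribosomal RNA. The authors filtered reads with Bowtie 2, trimmed adapters with cutadapt, aligned the reads to hg38 with STAR, and deposited gene counts estimated with Partek's expectation/maximization algorithm, without normalization. The estimated counts of a library summed from 24177432 to 31329817 in Control (median 29308198), from 29542846 to 49466807 in Ri (median 32630315) and from 18997857 to 28795690 in CEdG (median 22481540). In the other groups they summed from 24226174 to 26986007 in CEdG+Ri (median 26865023), from 22262387 to 39327515 in CEG (median 22907172) and from 27713989 to 29380203 in CEG+Ri (median 27791806). Counts were rounded to whole numbers before testing. Genes with a CPM under 0.3 in more than 50% of the libraries were removed, the filter of the paper, which kept 18685 of 29692 genes. Library sizes were normalized with edgeR's TMM method, and all libraries entered 1 fit with a coefficient per group. The authors tested with limma-voom; the values given here come from edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes kept. A DEG is a gene with an adjusted p under 0.1 and a log2 fold change of at least 0.5 in either direction, the thresholds in the legend of Figure 8B. Between replicates of a group, Pearson's r of log2 CPM across genes was 0.989 to 0.994. The squared difference between replicates, divided by that of counting error alone, averaged 2.04 to 11.0 per gene, so replicates differed by more than counting error. Each library's deviation from the mean of all libraries was also related to the GC content of the transcripts. The slope was 0.20 to 0.31 log2 units per 10 points of GC in CEdG, 0.024 to 0.065 in CEG, and −0.10 to −0.028 in the other 12 libraries. Gene positions are those of GENCODE release 44 on hg38, which holds 29685 of the gene identifiers. The paper's text does not state whether the counting used strand, so genes whose exons overlap exons of another gene on either strand are marked as such.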

To understand the transcriptomic-wide effects of MG adducts on HUVECs in relation to endothelial function and biology, we performed RNA sequencing on cells treated with vehicle or either MG adducts with or without Ri. Principal component analysis (PCA) revealed that triplicate samples showed similar clustering and a clear discrimination between groups treated with either MG adducts without Ri (“CEdG” or “CEG”), untreated samples (“Control”), those that were treated with both MG adducts and Ri (“CEdG+Ri” or “CEG+Ri”), or Ri alone (“Ri”). 

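Principal components were computed from log2 CPM (prior count 2) of the genes kept, centered on each gene's mean. On PC1, the CEdG libraries lay between 30.9 and 45.5 and the CEG libraries between 9.13 and 15.8. The 12 libraries of the other groups lay between −17.7 and −6.55. PC2 separated the adducts from each other, with CEG between −33.0 and −13.9 and CEdG between 4.70 and 16.1. Control (−11.6 ± 2.14, SD, n = 3), Ri (−10.6 ± 4.65), CEdG+Ri (−15.0 ± 1.43) and CEG+Ri (−14.6 ± 2.75) lay close together on PC1, although the ranges of Control and CEdG+Ri did not overlap. Over all genes kept, the median Euclidean distance between replicates within Control, Ri, CEdG+Ri and CEG+Ri was 47.3. Between libraries of different groups among these 4 it was 46.4, so by this median the groups lay no further apart than their replicates did. The closest library was taken by the correlation of log2 CPM centered per gene, over genes with a mean log2 CPM above 2. For all 3 CEdG libraries and all 3 CEG libraries, the closest other library was of the same group. The same held for 2 libraries of CEdG+Ri, 1 of CEG+Ri and 0 of Control and of Ri.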

The eigenvalues of the first two principal components accounted for 36% of the total variance (Dim1: 7%; Dim2: 29%) (Figure 8A). 

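In the re-analysis, PC1 held 27.6% of the variance and PC2 8.07%, which sum to 35.7%. The share of PC1 moved most when the genes were limited to those with at least 10 counts in every library, where it was 42.5%. PC2 moved most when each gene was scaled to unit variance, to 10.5%. Across genes, which are not independent replicates, the loadings on PC1 followed the GC content of the transcripts (Spearman's rho 0.724). After each library was corrected for gene length and GC content, PC1 held 17.5%.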

The analysis of the differentially expressed genes (DEGs) differentially impacted by CEdG or CEG or shared differences revealed that with a threshold of *p* < 0.1 and log_2_FC of ±0.5, 345 genes were unique to CEG, 2103 genes were unique to CEdG, and 359 genes were differentially expressed between the groups (Figure 8B). 

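CEdG changed 2473 genes against Control, 1366 up and 1107 down, and CEG changed 681, 429 up and 252 down. Of these DEGs, 2102 passed the thresholds with CEdG alone, 310 with CEG alone and 371 with both. The shared DEGs comprised 285 that rose with both adducts, 84 that fell with both and 2 that changed in opposite directions. Among the DEGs of CEdG alone, 880 also had an adjusted p under 0.1 with CEG, below the fold change threshold. In a direct comparison of the adducts, 822 genes passed both thresholds, 282 higher and 540 lower with CEdG than with CEG. At an adjusted p under 0.1 in that comparison, 1419 of the DEGs of CEdG alone, 84 of those of CEG alone and 52 of the shared DEGs differed. The counts moved most without the fold change threshold, to 10367 genes with CEdG and 5954 with CEG. With each library corrected for gene length and GC content, 620 genes passed with CEdG and 419 with CEG, of which 414 and 317 were among the uncorrected DEGs, and 141 differed between the adducts. The fold changes of CEdG rose with the GC content of the transcript. In the genes with the lowest GC content, 27.8% to 40.9%, the median log2 fold change of CEdG was −0.36, with 12 DEGs up and 809 down. In those with the highest, 57.3% to 83.9%, it was 0.38, with 965 up and 15 down.

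**Figure D1:**
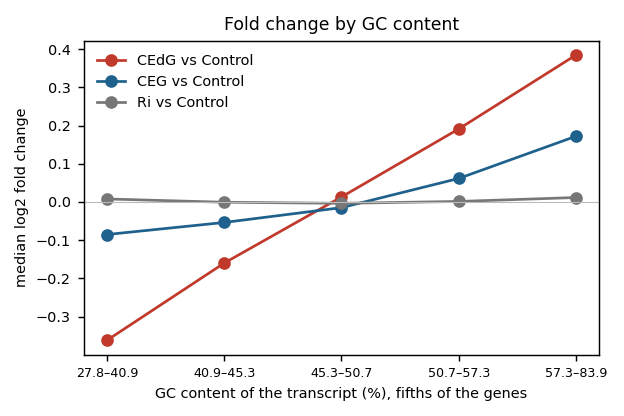
Median log2 fold change against Control (vertical axis) of the genes kept, split into 5 equal parts by the GC content of their transcript in percent (horizontal axis), for CEdG, CEG and Ri. The median for CEG runs from −0.085 at the lowest GC content to 0.17 at the highest, and that for Ri stays between −0.0035 and 0.012.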

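Of the genes labelled in Figure 8C,D, 19 were analysed here, among them *C2CD4B*, *EDN1*, *NOSIP*, *SIGIRR*, *SIRT1* and *APPL1*. All 19 had an adjusted p under 0.1 with CEdG and with CEG, 12 of them up and 7 down with both, with the adjustment made over all genes kept or over the 19 alone. The list is the authors' own choice from these data, so its counts do not show stability. Log2 fold changes ran from −0.93 to 0.95 with CEdG and from −0.44 to 0.64 with CEG, and 12 and 5 of the genes reached a log2 fold change of 0.5. Compared directly between the adducts, 14 of the 19 differed at an adjusted p under 0.1, 8 higher and 6 lower with CEdG. *APPL1*, whose exons overlap *ASB14*, differed by a log2 fold change of −0.38 (standard error 0.047, adjusted p = 1.34e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GJC1*, by contrast, differed by −0.056 (standard error 0.050, adjusted p = 0.421 from the same test). With each library corrected for gene length and GC content, 3 of the 19 differed between the adducts, and *APPL1* by −0.11 (adjusted p = 0.139, same test). Across all genes kept, the log2 fold changes of CEdG and CEG were related with a Pearson's r of 0.631 and a Spearman's rho of 0.653, although genes are not independent replicates. Both fold changes share the Control libraries, and r was 0.471 when each adduct was set against its own group with Ri. The median absolute log2 fold change was 0.26 with CEdG and 0.14 with CEG.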

We next analyzed differences in gene expression and found that several genes involved in EC function and inflammation were significantly up- and down-regulated in cells treated with either CEdG or CEG; a selection of these genes can be found annotated in Figure 8C,D. Interestingly, within this selection, both CEdG and CEG impacted the same genes to different degrees, suggesting that they may act through different mechanisms or preferentially activate different cascades. We then performed gene ontology biological process (GO-BP) and hallmark pathway analyses to define the extent to which these genes and pathways were differentially regulated. 

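The pathway gene sets were not analysed here. Figure 9A groups genes under headings that include cell death, inflammation, stress response, ECM remodeling and angiogenesis, and the values given are for those genes. Since the authors chose these genes from the same data, the counts do not show stability. The 14 genes of cell death, *BAD* and *TRADD* among them, had a median log2 fold change of 0.51 with CEdG and 0.33 with CEG, and all rose with an adjusted p under 0.1. For the 16 genes of inflammation the medians were 0.44 and 0.29, with 15 up and 1 down at an adjusted p under 0.1 with each adduct. The 11 genes of the stress response had medians of 0.39 with CEdG and 0.32 with CEG, and 10 rose and 1 fell with each. In ECM remodeling, 11 of 16 genes rose and 4 fell with CEdG at an adjusted p under 0.1, and 9 rose and 6 fell with CEG. The 26 genes of angiogenesis analysed here all rose with CEdG (median 0.50), and 25 rose and 1 fell with CEG (median 0.31). To test whether Ri changed the response, the effect of each adduct without Ri was compared with its effect in cells given Ri, as an interaction in the same fit. The interaction had an adjusted p under 0.1 for 14 of the cell death genes with CEdG and 10 with CEG, and for 14 and 10 of the inflammation genes. The stress response counts were 11 and 11, those of ECM remodeling 15 and 12, and those of angiogenesis 26 and 22. With the correction for gene length and GC content, the medians with CEdG and CEG were 0.12 and 0.14 for cell death, 0.093 and 0.11 for inflammation, 0.084 and 0.13 for the stress response, 0.0083 and 0.012 for ECM remodeling and 0.11 and 0.099 for angiogenesis. Uncorrected, those of ECM remodeling were 0.29 and 0.16. The interaction then passed in the same direction for 4 and 4 genes of cell death, 4 and 3 genes of inflammation, 3 and 4 genes of the stress response, 4 and 7 genes of ECM remodeling and 17 and 15 of angiogenesis. Transcripts of the cell death genes had a median GC content of 61.6%, against 47.7% for all genes kept.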

From this, we observed a RAGE-dependent upregulation of pathways associated with cell death, inflammation, cell stress, metabolism, extracellular matrix (ECM) remodeling, and angiogenesis (Figure 8E). 

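Cell cycle genes were tested with 43 S-phase genes and 54 G2/M genes, the lists of the R package Seurat, against all other genes kept with limma's camera test. Camera compares genes, which are not independent replicates, and each gene's fold change rests on 3 libraries against 3. Its raw two-sided p-values are given with their Benjamini-Hochberg adjusted values over the 8 list comparisons. With CEdG, the median log2 fold change was −0.12 for the S-phase list (n = 43 genes, p = 0.0366, adjusted 0.0608) and −0.20 for the G2/M list (n = 54 genes, p = 1.01e-04, adjusted 8.11e-04). With CEG, the medians were 0.031 (n = 43 genes, p = 0.596, adjusted 0.596) and −0.044 (n = 54 genes, p = 0.0380, adjusted 0.0608). In cells given Ri, the medians against Ri alone were 0.016 and 0.017 with CEdG, for the S-phase and the G2/M list. Both lists stood slightly above the other genes there (n = 43 genes, p = 0.00234, adjusted 0.00935, and n = 54 genes, p = 0.00537, adjusted 0.0143). With the correction for gene length and GC content, these camera p-values were 0.0385 and 0.0625, both adjusted to 0.250. With CEG after Ri the medians were 0.011 (n = 43 genes, p = 0.0596, adjusted 0.0795) and 0.0089 (n = 54 genes, p = 0.0899, adjusted 0.103). The correction for gene length and GC content moved the lists with CEdG most: the S-phase median with CEdG changed sign to 0.030 (n = 43 genes, camera p = 0.519, adjusted 0.519). Of the genes that Figure 9A groups under the cell cycle, *TTK* and *KIF14* among them, all 10 fell with CEdG at an adjusted p under 0.1 and 8 with CEG. The 4 genes it groups under cell junctions, with *CDH6* and *GJC1*, had log2 fold changes of −0.41 to 0.15 with CEdG and −0.28 to −0.14 with CEG. Of the 32 under endothelial function, 14 rose and 18 fell with CEdG at an adjusted p under 0.1, and 14 and 17 with CEG. With the correction, 8 of the cell cycle genes with CEdG and 4 with CEG passed in the same direction, 2 and 2 of the junction genes and 19 and 13 of those of endothelial function.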

In the same analysis, we also found a RAGE-dependent downregulation of pathways associated with the cell cycle, developmental biology, endothelial function, genomic stability, protein processing, and cell junctions (Figure 8E). 

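Against Control, 0 genes passed the DEG thresholds in CEdG+Ri, 0 in CEG+Ri and 0 in Ri. At an unadjusted p under 0.05 the counts were 678, 655 and 553, or 3.63%, 3.51% and 2.96% of the genes tested, each under the 5% that chance alone gives. Against Ri, 0 genes passed in CEdG+Ri and 1 in CEG+Ri, with 722 and 602 at an unadjusted p under 0.05. These counts moved most in the fits that each left out one replicate, where 0 to 17 genes passed in CEG+Ri against Ri. The response of each adduct differed between cells without and with Ri for 2617 genes with CEdG and 701 with CEG, by the interaction and the same thresholds. Of the DEGs of each adduct alone, 1965 of 2473 and 402 of 681 had an interaction with an adjusted p under 0.1. With the correction for gene length and GC content, 686 and 241 of these DEGs did. The response was also summarised as the median log2 fold change of the DEGs, each taken in its direction without Ri. For CEdG this was 0.62 without Ri, over the genes that define it, and −0.032 in CEdG+Ri against Ri (exact permutation test over 20 assignments, two-sided, p = 0.500, adjusted 0.500). For CEG it was 0.68 without Ri and −0.063 with Ri (exact permutation test, p = 0.100, adjusted 0.200; 0.1 is the smallest p that 3 libraries against 3 allow). With Control in place of Ri as the reference, which the selection of the DEGs shares, both changed sign, to 0.0054 and 0.065. *AGER*, which encodes RAGE (ENSG00000204305, chromosome 6 from 32180968 to 32184322), had 52 to 131 counts per library, at 2.47 ± 0.0246 CPM in Control and 2.37 ± 0.408 in Ri (SD, n = 3), a log2 fold change of −0.039 (standard error 0.16, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

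**Figure D2:**
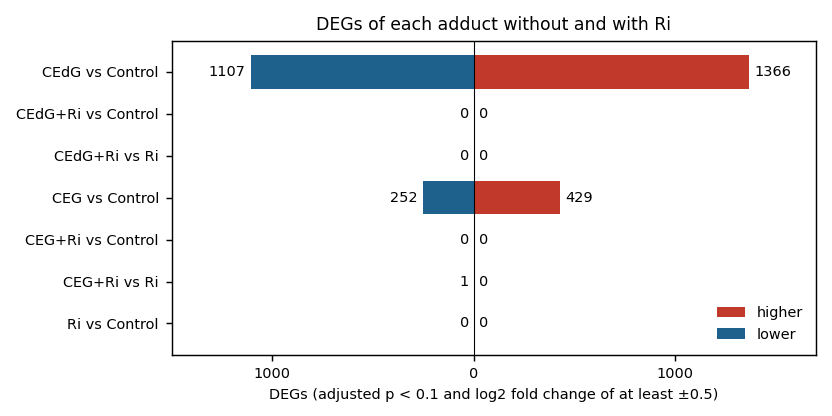
DEGs (adjusted p under 0.1 and a log2 fold change of at least 0.5) of each comparison, with genes higher than the reference to the right and genes lower to the left. CEdG and CEG without Ri stand at 2473 and 681 genes, and every comparison of Ri or of an adduct after Ri has 0 or 1.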

The pre-treatment with Ri ablated these changes, and the Ri treatment alone also resulted in transcriptomic signatures resembling that of the control, untreated groups (Figure 8E). 

We then further dissected the DEGs that were significantly up- or down-regulated by both CEdG or CEG. Taking the genes from our GO-BP pathway analysis, we began by evaluating the genes whose expression was significantly impacted through RAGE by either CEdG or CEG separately (Figure 9A). Both CEdG and CEG induced an increase in the expression of the genes involved in an inflammatory response (e.g., *SERPINE1* and *C2CD4B*), induction of cell death (e.g., *BAD* and *TRADD*), defects in endothelial function (e.g., *NOSIP*, *SIGIRR*, and *EDN1*), and ECM remodeling (e.g., *MMP28*, *SCX*, and *ADAM15*). Conversely, both CEdG and CEG induced a decrease in the expression of the genes involved in cell cycle progression (e.g., *TTK* and *KIF14*), cell junction maintenance (e.g., *CDH6* and *GJC1*), and protection of ECs from dysfunction and stress (e.g., *SIRT1*, *APPL1*, and *MIR17HG*). 

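Of the genes named as increased, 9 were analysed here, and all rose with both adducts at an adjusted p under 0.1. Among these 9, 8 with CEdG and 4 with CEG reached a log2 fold change of 0.5. *BAD* (ENSG00000002330, chromosome 11 from 64269830 to 64284704, exons overlapping *GPR137*) went from 17.3 ± 0.354 CPM in Control to 31.6 ± 1.60 in CEdG (SD, n = 3), a log2 fold change of 0.86 (standard error 0.062, adjusted p = 1.10e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With CEG it was at 25.2 ± 1.81 CPM, a log2 fold change of 0.53 (standard error 0.063, adjusted p = 3.71e-08 from the same test), and after Ri it was at 18.1 ± 0.814 CPM in CEdG+Ri and 18.1 ± 0.852 in CEG+Ri. *C2CD4B* (ENSG00000205502, chromosome 15 from 62163535 to 62165285), with 24 to 77 counts per library, had log2 fold changes of 0.95 with CEdG and 0.58 with CEG (adjusted p = 3.01e-04 and 0.0469, same test), and 2 of the 6 fits that each left out one replicate lost its CEG call. *TRADD* (ENSG00000102871, chromosome 16 from 67154185 to 67159909) changed by 0.72 and 0.44. Among the genes of endothelial function, *NOSIP* (ENSG00000142546, chromosome 19 from 49555468 to 49590262) changed by 0.63 with CEdG and 0.45 with CEG. *SIGIRR* (ENSG00000185187, chromosome 11 from 405716 to 417455) changed by 0.63 and 0.34, and *EDN1* (ENSG00000078401, chromosome 6 from 12290361 to 12297194) by 0.13 and 0.077, with an adjusted p of 0.0232 with CEG in the same test. The CEG call of *EDN1* was lost in 1 of the 6 fits that each left out one replicate. In ECM remodeling, *ADAM15* (ENSG00000143537, chromosome 1 from 155050566 to 155062775), whose exons overlap *DCST1*, changed by 0.57 and 0.32. *MMP28* (ENSG00000271447, chromosome 17 from 35756249 to 35795707), with 19 to 52 counts per library, changed by 1.13 and 0.56 (adjusted p = 1.42e-04 and 0.0986, same test), and its CEG call was lost in 5 of the 6 fits that each left out one replicate. *SCX* (ENSG00000260428, chromosome 8 from 144266453 to 144268481), with 11 to 45 counts, changed by 1.02 and 0.93 (adjusted p = 0.00697 and 0.0234, same test), and 2 of these 6 fits lost its CEG call. It also stood higher in Ri than in Control, by 1.12 (adjusted p = 1.00, same test). The interaction with Ri had an adjusted p under 0.1 for all 9 genes with CEdG and for 7 with CEG, and with the correction for gene length and GC content for 4 and 3. The correction moved these fold changes from a median of 0.72 to 0.22 with CEdG and from 0.45 to 0.19 with CEG; all 9 stayed above 0, with an adjusted p under 0.1 for 7 and 4.

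**Figure D3:**
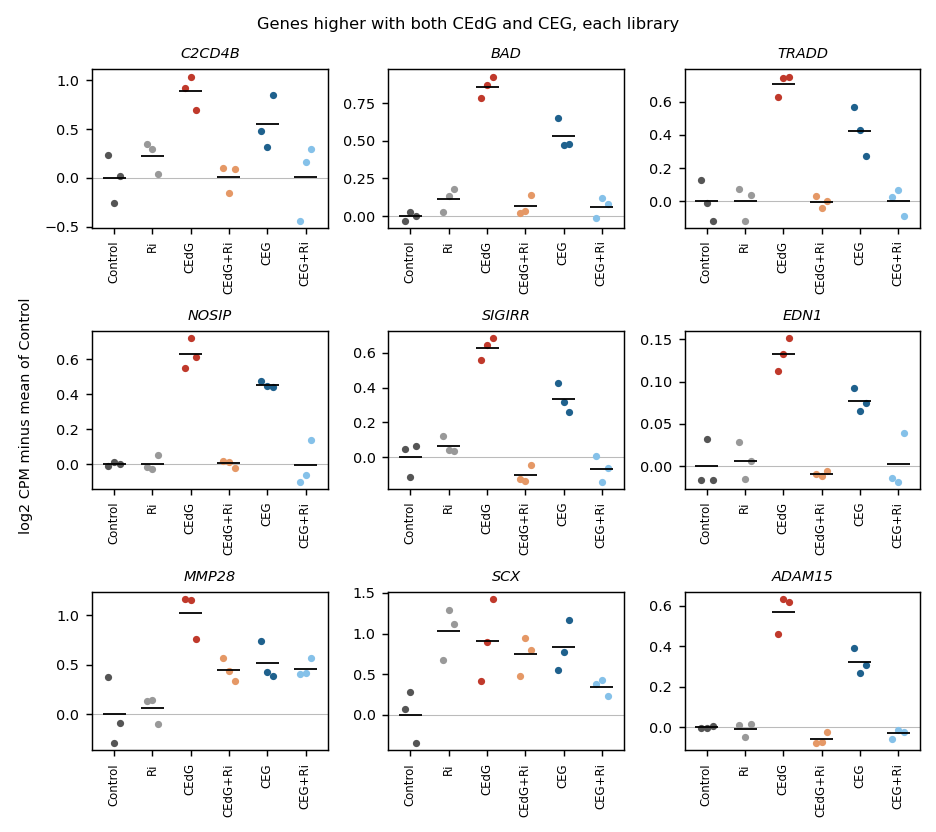
Log2 CPM minus the mean of Control (vertical axes) in each library of the 6 groups (horizontal axes) for the 9 genes, with points for libraries and bars for group means, each panel on its own scale. *BAD* in CEdG and CEG lies above every other library, and all 3 Ri libraries of *SCX* lie above Control.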

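All 7 genes named as decreased fell with both adducts at an adjusted p under 0.1, 3 of them by a log2 fold change of at least 0.5 with CEdG and 0 with CEG. *TTK* (ENSG00000112742, chromosome 6 from 80003887 to 80042527) went from 18.6 ± 1.08 CPM in Control to 12.0 ± 1.44 in CEdG (SD, n = 3), a log2 fold change of −0.63 (standard error 0.076, adjusted p = 1.06e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With CEG the change of *TTK* was −0.17 (adjusted p = 0.0832, same test), and 4 of the 6 fits that each left out one replicate lost the call. *KIF14* (ENSG00000118193, chromosome 1 from 200551497 to 200620751) changed by −0.43 with CEdG and −0.16 with CEG (adjusted p = 1.13e-07 and 0.0314, same test), and 2 of these fits lost its CEG call. Of the junction genes, *CDH6* (ENSG00000113361, chromosome 5 from 31193686 to 31329146), whose exons overlap *DUX4L51*, changed by −0.41 and −0.20, and *GJC1* (ENSG00000182963, chromosome 17 from 44798448 to 44830816) by −0.33 and −0.28. *SIRT1* (ENSG00000096717, chromosome 10 from 67884656 to 67918390) was at 19.9 ± 1.27 CPM in Control, 14.7 ± 0.159 in CEdG and 16.8 ± 0.781 in CEG, changes of −0.44 and −0.24 (adjusted p = 9.62e-07 and 0.00450, same test). *APPL1* (ENSG00000157500, chromosome 3 from 57227726 to 57278105), whose exons overlap *ASB14*, changed by −0.56 and −0.18. *MIR17HG* (ENSG00000215417, chromosome 13 from 91347686 to 91397592), the host gene of a microRNA cluster, changed by −0.93 and −0.44 (adjusted p = 3.87e-06 and 0.0191, same test), and 1 of the 6 fits lost its CEG call. The interaction with Ri had an adjusted p under 0.1 for 7 of the 7 with CEdG and 6 with CEG, and with the correction for gene length and GC content for 1 and 1. With that correction, all 7 stayed below 0 with both adducts, and the adjusted p stayed under 0.1 for 5 with CEdG and 2 with CEG.

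**Figure D4:**
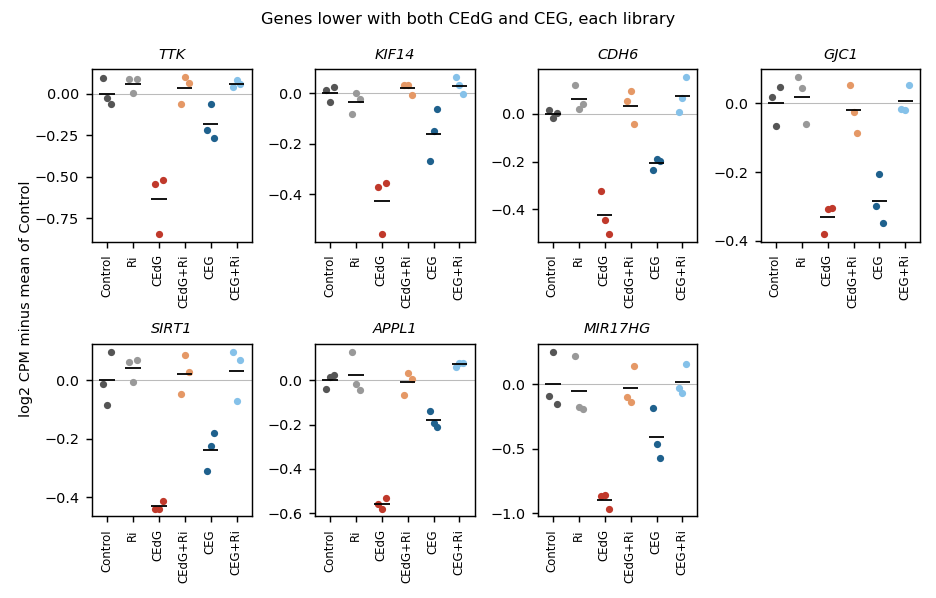
Log2 CPM minus the mean of Control (vertical axes) in each library of the 6 groups (horizontal axes) for the 7 genes, with points for libraries and bars for group means, each panel on its own scale. The CEdG libraries of *APPL1* and *TTK* lie below all Control libraries.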

A heatmap showcasing a selection of genes significantly impacted by both CEdG and CEG is depicted in Figure 9A, an effect found to be mediated through RAGE signaling. 

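Of the genes of Figure 9A, 129 were analysed here. With both adducts, 124 of them had an adjusted p under 0.1, 87 up and 34 down with both and 3 in opposite directions. The latter were *COL5A1*, *DCHS1* and *PLXND1*, which rose with CEdG (0.20, 0.15 and 0.24) and fell with CEG (−0.087, −0.15 and −0.054). Since the authors chose the genes for this property, the counts do not show stability. The change was larger with CEdG than with CEG in 120 of the genes, and 11 had a log2 fold change of at least 0.5 with both. Compared directly, 96 of the 129 differed between the adducts at an adjusted p under 0.1. With the correction for gene length and GC content 23 differed, 17 of them in the same direction. The interaction with Ri had an adjusted p under 0.1 for 124 of the genes with CEdG and 100 with CEG. In CEdG+Ri and in CEG+Ri against Ri, 0 and 0 of the genes had an adjusted p under 0.1. With the correction for gene length and GC content, 72 with CEdG and 70 with CEG passed in the same direction, and the interaction did so for 50 and 47. The paper states that pre-treatment with Ri ablated the pathway changes and that the effect on the genes of Figure 9A was mediated through RAGE signaling. From genes that both adducts changed to different degrees, it proposes that CEdG and CEG may act through different mechanisms or cascades.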

To understand the transcriptomic effects unique to either adduct, we conducted analyses aimed at studying significant changes from the GO-BP analysis observed only in cells treated with either CEdG or CEG alone. CEdG significantly upregulated the expression of the genes involved in inflammation (e.g., *CCL2* and *TRAF1*), ECM remodeling (e.g., *COL4, COL8,* and *FBLN2*), TGF-ß signaling (e.g., *TGFB1*), and regulators of EC function and integrity (e.g., *PLCB2, UCP2,* and *EMILIN1)* (Figure 9B). 

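Of these genes, read as *CCL2*, *TRAF1*, *COL4A1*, *COL4A2*, *COL8A1*, *FBLN2*, *TGFB1*, *PLCB2*, *UCP2* and *EMILIN1*, 9 rose with CEdG and 1 fell at an adjusted p under 0.1, and 5 reached a log2 fold change of 0.5. *CCL2* (ENSG00000108691, chromosome 17 from 34255274 to 34257208) went from 29.0 ± 2.13 CPM in Control to 24.8 ± 0.899 in CEdG (SD, n = 3), a log2 fold change of −0.23 (standard error 0.058, adjusted p = 0.00116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *UCP2* (ENSG00000175567, chromosome 11 from 73974672 to 73982843) went from 2.62 ± 0.431 CPM in Control to 4.28 ± 0.348 in CEdG (SD, n = 3), a log2 fold change of 0.71 (standard error 0.15, adjusted p = 1.90e-04, same test). *EMILIN1* (ENSG00000138080, chromosome 2 from 27078615 to 27086403) went from 3.81 ± 0.129 CPM in Control to 6.18 ± 0.773 in CEdG (SD, n = 3), a log2 fold change of 0.68 (standard error 0.12, adjusted p = 8.98e-06, same test). *TGFB1* (ENSG00000105329, chromosome 19 from 41301587 to 41353922), whose exons overlap *HNRNPUL1*, changed by 0.34, but by −0.093 after the correction for gene length and GC content (adjusted p = 5.61e-08 and 2.42e-04, same test). *COL4A1* (ENSG00000187498, chromosome 13 from 110148963 to 110307157) changed by 0.17, *COL4A2* (ENSG00000134871, chromosome 13 from 110305812 to 110513209), which overlaps its antisense genes, by 0.35, and *COL8A1* (ENSG00000144810, chromosome 3 from 99638475 to 99799226) by 0.21 (adjusted p = 0.0274, same test), a call lost in 2 of the 6 fits that each left out one replicate. The other genes had few counts. *TRAF1* (ENSG00000056558, chromosome 9 from 120902393 to 120929173) had 16 to 51 counts per library and changed by 0.58 (standard error 0.25, adjusted p = 0.0575, same test), and 4 of the 6 fits that each left out one replicate lost the call. *FBLN2* (ENSG00000163520, chromosome 3 from 13549125 to 13638422), with 13 to 41 counts, changed by 0.77 (adjusted p = 0.0120, same test), and *PLCB2* (ENSG00000137841, chromosome 15 from 40278176 to 40307935), with 13 to 36, by 0.74 (adjusted p = 0.0282, same test). The call of *PLCB2* was lost in 1 of these 6 fits. With CEG, the log2 fold changes of the 10 genes lay between −0.021 and 0.28, and 0 had an adjusted p under 0.1. Compared directly, 8 of the 10 differed between CEdG and CEG, and 7 had an interaction of CEdG with Ri, at an adjusted p under 0.1. Over all 34 genes of Figure 9B, 26 rose and 8 fell with CEdG at that level, 0 changed with CEG, and 27 differed between the adducts. With the correction for gene length and GC content, 8 of the 34 passed with CEdG, 4 of them in the same direction, 7 passed with CEG and 3 differed between the adducts. Of the 10 named genes, 3 passed with CEdG under it, 2 of them in the same direction, 1 differed between the adducts and 0 kept an interaction with Ri.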

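Lower expression with CEdG was measured for *RMI1*, *SOD2*, *CD44*, *CAV1* and *CAV2*, each with an adjusted p under 0.1. *RMI1* (ENSG00000178966, chromosome 9 from 83980798 to 84004074) went from 17.3 ± 0.507 CPM in Control to 11.4 ± 0.969 in CEdG (SD, n = 3), a log2 fold change of −0.61 (standard error 0.090, adjusted p = 9.60e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SOD2* (ENSG00000291237, chromosome 6 from 159669069 to 159762529), whose exons overlap *ACAT2*, *SOD2-OT1* and *WTAP*, changed by −0.16, and *CD44* (ENSG00000026508, chromosome 11 from 35138882 to 35232402), which overlaps *CD44-AS1* and *CD44-DT*, by −0.13 (standard errors 0.045 and 0.028, adjusted p = 0.00262 and 1.54e-04, same test). *CAV1* (ENSG00000105974, chromosome 7 from 116524994 to 116561179) was at 1210 ± 26.5 CPM in Control and 1057 ± 31.2 in CEdG (SD, n = 3), a change of −0.20 (adjusted p = 6.38e-04, same test). *CAV2* (ENSG00000105971, chromosome 7 from 116287380 to 116508541) changed by −0.22 (adjusted p = 0.0227, same test). Only *RMI1* passed a log2 fold change of 0.5. The interaction with Ri had an adjusted p under 0.1 for 4 of the 5; that of *CAV2* was 0.385 in the same test. With CEG, 0 of the 5 changed at that level, and 4 differed between the adducts. The correction for gene length and GC content turned the changes of 4 genes positive: 0.11 for *SOD2*, 0.020 for *CD44*, 0.018 for *CAV1* and 0.20 for *CAV2*, with an adjusted p of 0.0555 for *SOD2* and 4.29e-05 for *CAV2* in edgeR's quasi-likelihood test. It left *RMI1* at −0.12 (adjusted p = 0.293, same test), so 0 of the 5 kept a fall at an adjusted p under 0.1, 0 kept the interaction in its direction and 0 differed between the adducts.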

CEdG was found to significantly downregulate genes involved in maintaining genomic stability (e.g., *RMI1*), protection against oxidative stress (e.g., *SOD2*), ECM adhesion (e.g., *CD44*), and regulation of EC homeostasis (e.g., *CAV1* and *CAV2*) (Figure 9B). 

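In the S-phase list of Seurat, 29 genes were lower and 14 higher with CEdG than in Control, and 22 fell and 9 rose at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, the median of the list stayed between −0.15 and −0.099. After the correction for gene length and GC content, 4 fell and 7 rose. Transcripts of the list had a median GC content of 43.2%.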

The GO-BP pathway analysis for CEdG-treated samples can be found in Figure S6A and revealed positive enrichment for the pathways associated with angiogenesis, metabolism, inflammation, and cell death and negative enrichment for the pathways associated with cell cycle progression and protein processing. The hallmark pathway analysis revealed positive enrichment for the pathways associated with p53 signaling, reactive oxygen species responses, MYC signaling, apoptosis, and oxidative phosphorylation and negative enrichment for the pathways associated with protein secretion and mitosis, an observation recapitulated in our GO-BP analysis (Figure 9C).

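For mitosis, Seurat's G2/M list had 37 genes lower and 17 higher with CEdG than in Control, of which 32 and 13 had an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each replicate in turn kept its median between −0.22 and −0.17. The median GC content of the list was 42.1%, and with the correction for gene length and GC content 12 genes fell and 11 rose at that level, with a median of −0.017 (n = 54 genes, camera p = 0.400, adjusted 0.458 over the 8 lists). The hallmark sets themselves were not analysed here.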

CEG was found to significantly upregulate the genes associated with promoting endothelial invasiveness (e.g., *CLIC3*) and regulators of inflammation and cell death (e.g., *RPS7*, *PPIA*, and *PTPMT1*), and downregulate the genes involved in the cell cycle (e.g., *USP22*, *KIF3B*, and *DYNC1H1*), maintenance of the ECM (e.g., *FN1*), endothelial function (e.g., *SMAD3, SMAD6,* and *TET1)*, and potential regulators of TGF-ß signaling (e.g., *FBN1* and *FBN2*) (Figure 9D). 

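All 4 genes named as upregulated rose with CEG at an adjusted p under 0.1, and all 9 named as downregulated fell, 8 of them at that level. *CLIC3* (ENSG00000169583, chromosome 9 from 136994608 to 136996568) had 4 to 21 counts per library and changed by 0.90 (standard error 0.37, adjusted p = 0.0732 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 6 fits that each left out one replicate lost the call. *RPS7* (ENSG00000171863, chromosome 2 from 3575260 to 3580920) went from 191 ± 0.927 CPM in Control to 214 ± 5.36 in CEG (SD, n = 3), a log2 fold change of 0.16 (standard error 0.028, adjusted p = 2.78e-05, same test). *PPIA* (ENSG00000196262, chromosome 7 from 44796680 to 44824564) changed by 0.13 (adjusted p = 1.35e-04, same test) and *PTPMT1* (ENSG00000110536, chromosome 11 from 47565430 to 47573461), whose exons overlap *CELF1*, *KBTBD4* and *NDUFS3*, by 0.25 (adjusted p = 0.00410, same test). *RPS7* and *PPIA* have processed pseudogenes in the annotation, with which the authors' counting could have split reads. Among the cell cycle genes, *DYNC1H1* (ENSG00000197102, chromosome 14 from 101964573 to 102056443) changed by −0.16, *KIF3B* (ENSG00000101350, chromosome 20 from 32277651 to 32335011) by −0.12 and *USP22* (ENSG00000124422, chromosome 17 from 20999596 to 21043760), which overlaps *CCDC144NL-AS1*, by −0.067, with an adjusted p of 0.0490 in the same test, a call lost in 4 of the 6 fits that each left out one replicate. *FN1* (ENSG00000115414, chromosome 2 from 215360440 to 215436073) went from 4978 ± 60.4 CPM in Control to 4520 ± 183 in CEG (SD, n = 3), a log2 fold change of −0.14 (standard error 0.023, adjusted p = 3.13e-05, same test). *SMAD3* (ENSG00000166949, chromosome 15 from 67063763 to 67195173), whose exons overlap ENSG00000259347, changed by −0.13, and *SMAD6* (ENSG00000137834, chromosome 15 from 66702236 to 66782849) by −0.18 (adjusted p = 1.11e-04 and 0.00423, same test). *TET1* (ENSG00000138336, chromosome 10 from 68560337 to 68694487) had 30 to 115 counts per library and changed by −0.37 (standard error 0.17, adjusted p = 0.120, same test). *FBN1* (ENSG00000166147, chromosome 15 from 48408313 to 48645721) changed by −0.14 and *FBN2* (ENSG00000138829, chromosome 5 from 128257909 to 128659185), whose exons overlap *SLC27A6*, by −0.15. Of the 13 genes, 1 reached a log2 fold change of 0.5. Compared directly, 3 of the 4 and 8 of the 9 differed between CEG and CEdG, and 2 and 7 had an interaction with Ri, at an adjusted p under 0.1. With CEdG, 2 of the 9, *USP22* and *SMAD6*, rose at that level (0.054 and 0.096). The correction for gene length and GC content left all 13 in the same direction, with an adjusted p under 0.1 for 2 and 4. Over all 30 genes of Figure 9D, 8 rose and 21 fell with CEG, 2 changed with CEdG and 25 differed between the adducts. With the correction, 2 of the 4 and 1 of the 9 differed between the adducts, and 1 and 2 kept the interaction with Ri. Of the Figure 9D genes, 16 of the 30 then passed with CEG, 14 with CEdG, and 8 differed.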

The GO-BP pathway analysis for samples treated with CEG can be found in Figure S6B, and revealed positive enrichment for the pathways associated with metabolism, stress response signaling, apoptotic signaling, and inflammation, and negative enrichment for the pathways associated with cell cycle progression, organ development, and adherens junctions. The hallmark pathway analysis revealed positive enrichment for the pathways associated with reactive oxygen species responses, MYC signaling, p53 signaling, apoptosis, and immune responses as well. This analysis also identified negative enrichment for the pathways associated with Wnt/ß-catenin signaling, TGF-ß signaling, and cell cycle progression (Figure 9E).

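With CEG, 23 S-phase genes were higher and 20 lower than in Control, and 8 rose and 10 fell at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the G2/M genes, 20 were higher and 34 lower, with 9 and 16 at that level. A gene set test on ranks (fgsea, genes ranked by signed −log10 p) gave the G2/M list (n = 54 genes) a two-sided p of 0.0637, adjusted 0.0999 over the 8 lists. The median of the G2/M list was −0.013 after the correction for gene length and GC content (n = 54 genes, camera p = 0.296, adjusted 0.394). The gene sets of Wnt/ß-catenin and TGF-ß signaling were not analysed here.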

Finally, we conducted protein–protein interaction network analyses to study how these DEGs interact at the protein level. Based on known protein–protein interactions (PPIs) from the STRING database, we constructed an interaction network consisting of all the DEGs (1001 genes in total) that were involved in key biological processes relevant to RAGE-dependent signaling in either CEdG- or CEG-treated HUVECs (Figure 10A). We found that these genes form a strongly interconnected PPI network (*p* = 0), suggesting that changes in these PPIs will cause a coordinated change in the cellular phenotype. Furthermore, large fractions of upregulated and downregulated genes clustered separately in this network (indicated by the blue and red genes in Figure 10A), forming their own separate subnetworks. This suggests a coordinated regulation of the upregulated and downregulated biological processes through separate PPI networks. 

To investigate the differentially regulated PPI network more closely, we selected a smaller set of key DEGs involved in various endothelial functions and RAGE pathways and visualized their mutual protein-level interactions (Figure 10B). The genes that were common and unique to CEG and CEdG were highlighted in different colors. 

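Of the genes of Figure 10B, 47 were analysed here, of which 46 were tested; *VCAM1*, with 0 to 6 counts per library, was removed by the filter on low counts. At an adjusted p under 0.1, 42 changed with CEdG, 37 with CEG, and 38 differed between the adducts. *NOS3* (ENSG00000164867, chromosome 7 from 150991017 to 151014588, overlapping *ATG9B*) went from 165 ± 4.41 CPM in Control to 207 ± 14.0 in CEdG (SD, n = 3), a log2 fold change of 0.33 (standard error 0.040, adjusted p = 6.26e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With CEG, *NOS3* changed by 0.043 (adjusted p = 0.485, same test). Corrected for gene length and GC content, 26 of the genes changed with CEdG and 22 with CEG, and 5 differed between the adducts. The changes of *NOS3* were then −0.044 with CEdG and −0.079 with CEG (adjusted p = 0.229 and 0.0285, same test). *CXCL11* (ENSG00000169248, chromosome 4 from 76033682 to 76041415) had 3 to 37 counts per library and changed by −1.36 with CEdG (standard error 0.46, adjusted p = 0.0128, same test) and −0.70 with CEG (adjusted p = 0.218, same test). Its direct comparison between the adducts gave −0.66 (adjusted p = 0.339, same test). *IL6* (ENSG00000136244, chromosome 7 from 22725884 to 22732002), which overlaps *IL6-AS1* and *STEAP1B*, was at 3.19 ± 0.277 CPM in Control, 3.21 ± 0.456 in CEdG and 4.04 ± 0.142 in CEG (SD, n = 3). Its change was 0.35 with CEG (standard error 0.13, adjusted p = 0.0437, same test) and 0.035 with CEdG (adjusted p = 0.860, same test), and 2 of the 6 fits that each left out one replicate lost the call with CEG. With the correction, *CXCL11* changed by −0.90 with CEdG (adjusted p = 0.165, same test). *IL6* changed by 0.29 with CEG under it (adjusted p = 0.145, same test). The interaction with Ri had an adjusted p of 0.239 for *CXCL11* and 3.14e-06 for *NOS3* with CEdG, and of 0.188 for *IL6* with CEG, in the same test; with the correction that of *NOS3* was 0.499. The interaction network itself was not analysed here.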

CEdG significantly impacted genes such as those involved in inflammation (e.g., *CCL2*, *CXCL11*, and *UCP2*), maintenance of endothelial function (e.g., *CAV1*, *CAV2*, and *NOS3*), and ECM remodeling (e.g., *MMP28*); CEG significantly impacted genes such as those implicated in maintaining vascular integrity and homeostasis (e.g., *SMAD3* and *SMAD6*), and inflammation (e.g., *IL6*). To further understand the significance of these gene interactions, we clustered this network using the STRING database’s built-in algorithm, resulting in three subnetworks. Each of these subnetworks were found to regulate distinct biological processes, such as the cell cycle, ECM remodeling, and inflammation, as shown in Figure 10B. In summary, the architecture of the PPI network rationalizes the diverse functional impact of RAGE-dependent signaling initiated by the two MG adducts.

### 3.11. Time-Dependent Effects of MG Adducts on Endothelial Cells

We then performed a time-course treatment of MG adducts to gain an understanding of the time-dependent effects of MG adducts on endothelial cells. CEdG and CEG were found to have varying effects on the expression of the endothelial activation markers *ICAM1* and *VCAM1*, which peaked at 1 h of treatment, with a gradual decline in expression occurring thereafter (Figure S7A). We also observed a significant reduction in *ENOS* expression following 3 h of treatment with either CEdG or CEG (Figure S7B). A similar finding was made in the expression of the dysfunction regulator *LINC00607* (Figure S7C). Interestingly, the peak in the expression level of *TSP1* was observed after 3 h of treatment for both CEdG and CEG (Figure S7C). The evaluation of inflammatory cytokine gene expression revealed an aberrant expression pattern that did not reveal a clear trend of increase or decrease; however, the minimum 1-h treatment was sufficient to induce a significant increase in their expression, which was followed either by a further increase later or a gradual decrease (Figure S7D). We also found that eNOS total expression and phosphorylation remain diminished for up to 3 h of MG adduct treatment, but this is reversed by 6 h, resulting in the significant phosphorylation and expression of eNOS occurring after 6 h of MG adduct treatment (Figure S8).

To study whether RAGE activation by MG adducts was time dependent, we studied the phosphorylation of AKT and MEK over time. Our earlier finding indicated that 1 h of adduct treatment resulted in a 3–4 fold and 1.5–2 fold increase in the phosphorylation of AKT and MEK, respectively (Figure 2A). Our time course study suggests that while AKT mounted an acute phosphorylation response to MG adducts within 1 h, this effect was transient and was no longer present by 3 h of treatment (Figure S9). This is contrasted by MEK, which did not demonstrate as strong a phosphorylation response to the 1-h MG adduct treatment. The phosphorylation of MEK was sustained beyond 1 h and increased in a time-dependent manner, reaching a peak around 3 h, and a plateau through 48 h of treatment with either MG adduct (Figure S9). We postulate that MG adducts may preferentially activate different pathways with different degrees of intensity and duration, which can contribute to its unique cellular effects, depending on which cascade it activates.

## 4. Discussion

The ubiquitous nature of the endothelium in the body contributes to its susceptibility to damage. Endothelial dysfunction is a major precursor underlying many vascular disorders associated with diabetic complications [52,53,54]. In diabetes, many of these complications arise from dysglycemia, causing elevated inflammation and impaired endothelial homeostasis, which together can lead to endothelial dysfunction. Past studies have linked dysregulated metabolism with endothelial dysfunction, such as elevated levels of glucose and MG causing the modification of intracellular and extracellular proteins [55,56,57], leading to the activation of the unfolded protein response, inflammation, and thrombosis in human aortic endothelial cells [58]. However, there remains a gap in knowledge in the underlying biochemical mechanisms driving vascular diseases such as diabetic nephropathy, retinopathy, cardiopathy, and neuropathy. This is a contributing factor to late-stage diagnosis and an increased likelihood for developing secondary complications, increasing the risk of mortality [59]. As by-products of dysregulated metabolism, we propose that over time, exposure of the endothelium to MG adducts in the body may lead to overt vascular disease [60]. In this study, we evaluated nucleoside MG adducts as drivers of vascular dysfunction in HUVECs treated with clinically relevant levels of MG adducts to mimic levels found in patients [9,23]. Herein, we are the first to report that nucleoside MG adducts drive endothelial dysfunction through the activation of RAGE, a finding unique from past studies that demonstrated activation solely with large macromolecular ligands, such as proteins and other AGEs [16,61,62,63]. We recently identified MG adducts as biomarkers for DKD [9]. These studies provide the first biochemical characterization of the mechanisms by which MG adducts may function as not only biomarkers but also drivers of vascular dysfunction and disease.

We found that under diabetogenic conditions, namely hyperglycemia and hyperlipidemia, there is an increase in the intracellular and secreted levels of MG adducts. This suggests that MG adducts may accumulate inside cells and be removed and transported out of the cell as a free nucleoside through a currently unknown mechanism. Further studies into a dose-dependent or time-dependent effect are warranted to understand adduct rates of formation and turnover. We speculate that secreted MG adducts may originate from the repair of adducts formed in genomic material, released during macromolecular breakdown or cell death, or as nucleoside cargo in extracellular vesicles, though the precise mechanism of repair and export remains unclear. In this regard, we postulate that secreted MG adducts may act upon HUVECs and other cells within the endothelial milieu via paracrine and/or autocrine signaling. 

MG adduct exposure in HUVECs resulted in dysfunction primarily mediated through RAGE. We found that additional consequences of RAGE activation included the phosphorylation of AKT and MEK and the nuclear translocation of NFκB p65. Our findings indicated a significant increase in AKT activation via phosphorylation within 1 h of adduct treatment, which may indicate the HUVECs recognizing the MG adducts as damaging external stimuli and activating survival pathways. However, our time course study revealed that this effect dissipated as early as 3 h of adduct treatment, with AKT phosphorylation returning to basal levels. In the context of endothelial dysfunction, the PI3K/AKT family more closely associates with pro-survival pathways [64,65,66,67]. Conversely, the 1-h adduct treatment led to a modest increase in MEK phosphorylation (1.2–1.5 fold), but a significant 3-fold increase in MEK phosphorylation beginning from 3 h of treatment, lasting at least 48 h post-exposure, which may represent long-term detrimental effects, leading to endothelial deficits over time. The RAS–MAPK pathway, which includes MEK, is associated with inflammation, endothelial injury, and vasoconstriction [65,68,69]. This suggests that endothelial cells can activate mechanisms to overcome dysfunction and damaging stimuli, but prolonged exposure may eventually overwhelm their homeostatic mechanisms.

Notably, the pre-treatment of HUVECs with a small molecule inhibitor of intracellular RAGE signaling ablated these signaling events and defects in endothelial function, demonstrating that these effects are primarily mediated through RAGE. However, we postulate this was not a full reversal to basal levels, as there were residual indicators of dysfunction remaining; we speculate this may be due to two possible scenarios. First, the RAGE inhibitor’s function may be transient and not stable, and therefore unable to fully suppress RAGE activity long-term. Alternatively, there may be a secondary mechanism through which MG adducts can induce dysfunction, i.e., via another receptor, and this remains to be elucidated. A recent study identified that AGEs mediate ECD by upregulating the expression of G protein-coupled receptors (GPCRs), a phenomenon that was found to occur independent of RAGE [70]. Therefore, it is of interest to determine whether MG adduct-induced ECD is solely dependent on RAGE, or whether MG adducts can cause ECD through other mechanisms.

Furthermore, our RNA sequencing analysis revealed common mechanisms through which CEdG and CEG elicit endothelial dysfunction, identifying a transcriptomic signature, including upregulated cell death, inflammation, ECM remodeling, stress responses, and angiogenesis, and downregulated cell cycle, endothelial function, cell junction, and development. Both signatures were diminished with the pre-treatment with Ri, and we also identified changes in gene expression that were unique to either CEdG or CEG and not a shared effect. For example, CEdG significantly upregulated the genes involved in ECM remodeling and regulators of EC function and integrity, while CEG upregulated more genes involved in cell death and endothelial invasiveness. Conversely, CEdG significantly downregulated the genes involved in genomic stability and protection against oxidative stress, whereas CEG downregulated the genes involved in the cell cycle and maintenance of EC function. This demonstrates that although both CEdG and CEG appear to primarily act through RAGE, they may lead to the activation of different signaling cascades and endothelial dysfunction via different mechanisms. This may be due to different interactions, RAGE dimer formations, or variable intracellular changes in response to each ligand. The elucidation of unique RAGE-independent mechanisms of MG adduct-induced endothelial dysfunction also warrants further study.

Potential future studies of interest include an in vivo model to validate our in vitro findings, which can be further extended using organ-specific cells such as glomerular endothelial cells. We are particularly interested in studying the impact of MG adduct treatment on vascular disease progression and severity, particularly DKD, and if this is RAGE dependent. RAGE is ubiquitously expressed in different cell types throughout the kidneys, such as the renal endothelium, podocytes, and tubular ducts, and is particularly upregulated during diabetic nephropathy [13,71]. Unfortunately, many canonical biomarkers and measures of vascular disease often do not become clinically relevant until significant vascular damage has already occurred. It is conceivable that early repeated exposure of MG adducts to RAGE in the kidneys can lead to prolonged endothelial dysfunction, causing impairments in the glomerular filtration rate, and enhanced albumin excretion as a result [72,73,74,75,76,77,78,79,80]. Furthermore, it is important to define the binding kinetics and interactions of free nucleoside MG adducts to RAGE, which have not been previously explored. There are potential sites for interaction through the carboxyethyl moiety of MG adducts, including the V-domain of RAGE, which has been previously identified as a ligand binding site for protein AGEs [18,62,81]. These studies will help in our understanding of the spatiotemporal properties of MG adduct-induced RAGE activation in mediating endothelial cell dysfunction. They may also inform on treatment strategies to target and prevent interactions between MG adducts and RAGE, thus preventing vascular dysfunction.

## 5. Conclusions

In summary, the nucleoside MG adducts CEdG and CEG are produced and secreted by endothelial cells into the extracellular matrix under diabetogenic conditions. Once in the extracellular space, we propose that they can act through autocrine or paracrine signaling to activate RAGE. The consequence of this activation is endothelial dysfunction, a phenomenon that is mitigated with pre-treatment with a RAGE inhibitor compound. Sustained exposure to MG adducts and prolonged ECD may be the key to the development of vascular diseases. These studies provide the first biochemical characterization of the mechanisms through which MG adducts may function as not only biomarkers of DKD but also drivers of vascular disease, and identify a novel class of RAGE ligands and potential therapeutic modality to improve patient outcomes.

## Figures and Tables

**Figure 1:**
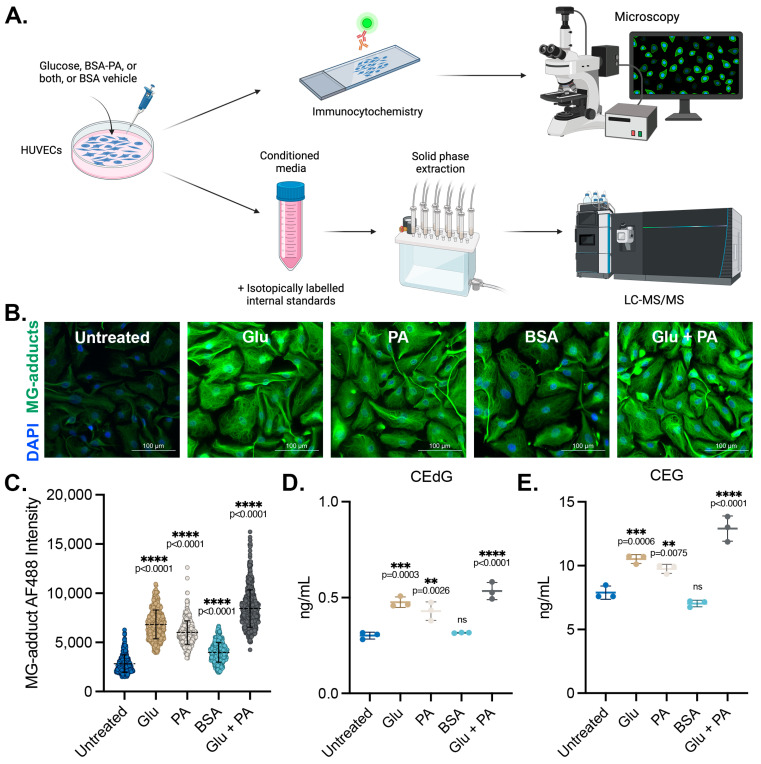
MG adducts are produced intracellularly and secreted by endothelial cells under diabetogenic conditions. (**A**) Design schematic and pipeline. Created with BioRender.com. (**B**) Immunofluorescent analysis of intracellular MG adducts in HUVECs exposed to 25 mM Glu, 100 µM PA, BSA, or 25 mM Glu + 100 µM PA. (**C**) Quantification of (**B**). N = 3; the data represent three independent biological replicates. A minimum of 300 cells per condition were analyzed. Statistical significance was determined via the one-way ANOVA with Dunnett’s multiple comparisons test. Extracellular, secreted levels of (**D**) CEdG and (**E**) CEG were quantified using LC-MS/MS with quantitation to isotopically labeled internal standards. N = 3; data represent three independent biological replicates. Statistical significance was determined via the one-way ANOVA with Dunnett’s multiple comparisons test.

**Figure 2:**
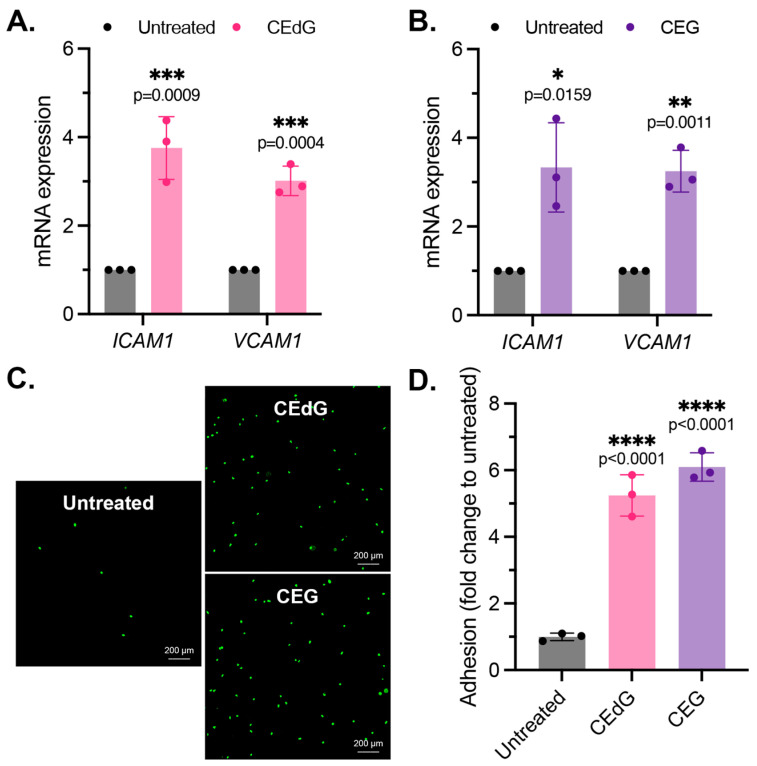
MG adducts activate endothelial cells and promote monocyte adhesion. (**A**,**B**) qPCR analysis of *ICAM1* and *VCAM1* in HUVECs treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. Statistical significance was determined via the unpaired *t*-test. N = 3; the data represent three independent biological replicates. (**C**) Functional effects on endothelial activation were assessed via the monocyte adhesion assay. HUVECs were treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. (**D**) Quantification of (**C**). N = 3; the data represent three independent biological replicates. Statistical significance was determined via the one-way ANOVA with Dunnett’s multiple comparisons test.

**Figure 3:**
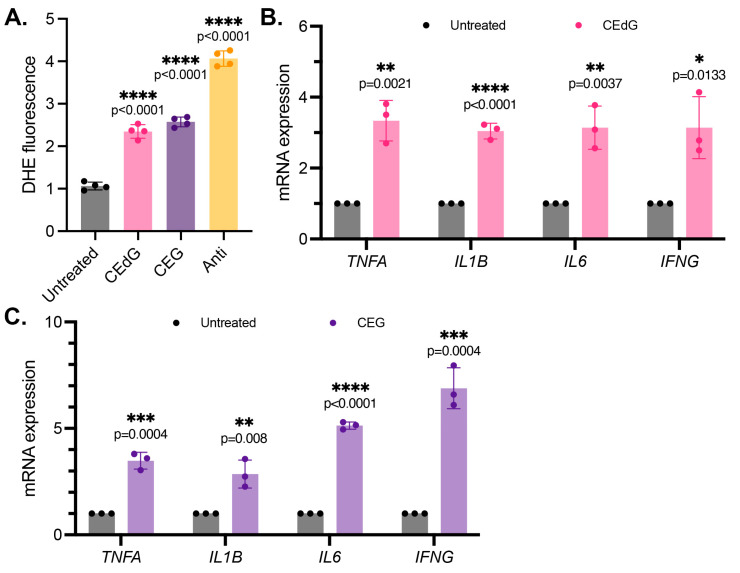
MG adducts upregulate ROS production and expression of pro-inflammatory cytokines in HUVECs. (**A**) ROS were detected via a dihydroxyethidium (DHE) probe in HUVECs treated with MG adducts. HUVECs were treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. N = 4; the data represent four independent biological replicates with technical triplicates. Statistical significance was determined via the one-way ANOVA with Dunnett’s multiple comparisons test. (**B**,**C**) qPCR analysis of *TNFA*, *IL1B*, *IL6*, and *IFNG* in HUVECs treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. N = 3; the data represent three independent biological replicates. Statistical significance was determined via the unpaired *t*-test.

**Figure 4:**
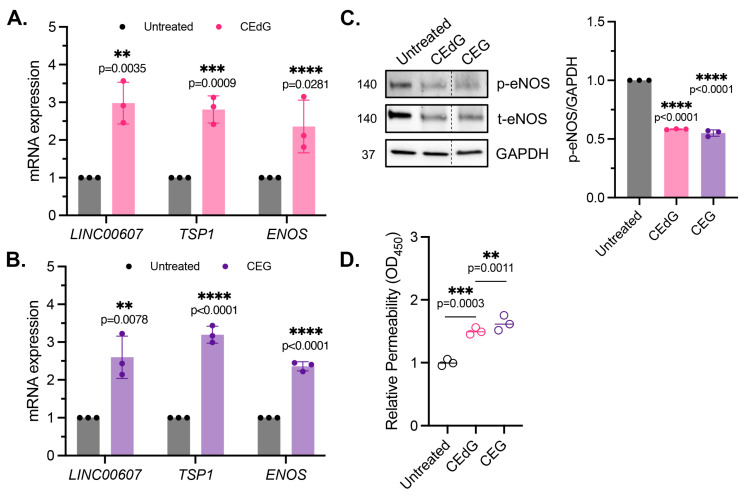
MG adducts induce endothelial dysfunction and impair endothelial homeostasis and barrier integrity. (**A**,**B**) qPCR analysis of *LINC00607*, *TSP1*, and *ENOS* in HUVECs treated with 100 ng/mL of *R,S-*CEdG or CEG for 1 h. N = 3. Statistical significance was determined via the unpaired *t*-test. (**C**) Western blot analysis for phosphorylated and total eNOS in HUVECs treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. N = 3. Statistical significance was determined via the one-way ANOVA with Dunnett’s multiple comparisons test. (**D**) Endothelial permeability of HUVECs treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 6 h. N = 3. Statistical significance was determined via the one-way ANOVA with Dunnett’s multiple comparison test.

**Figure 5:**
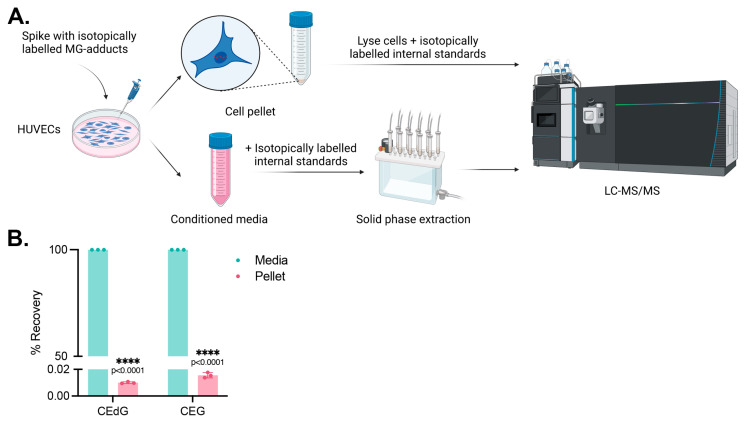
MG adducts are not taken up by HUVECs. (**A**) Design schematic and pipeline. Created with BioRender.com. (**B**) HUVECs were treated with 200 ng/mL isotopically labeled *R*,S-CEdG or CEG for 24 h. The conditioned media and cell pellet were harvested and processed, and the levels of MG adducts in each compartment were quantified via LC-MS/MS with quantitation to isotopically labeled internal standards. N = 3; the data represent three independent biological replicates. Statistical significance was determined via the unpaired *t*-test.

**Figure 6:**
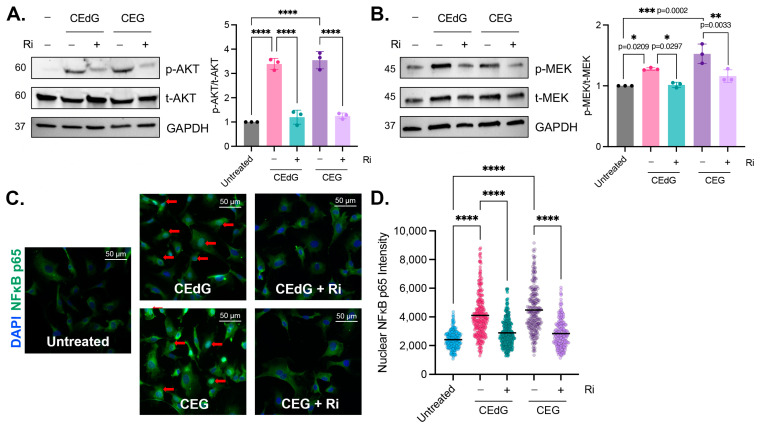
MG adducts activate RAGE signaling and promote NFκB p65 nuclear translocation. Western blot analysis of total and phosphorylated (**A**) AKT and (**B**) MEK. HUVECs were treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h, with or without 100 µM Ri pretreatment for 1 h. N = 3; the data represent three independent biological replicates. Statistical significance was determined via the one-way ANOVA with Tukey’s multiple comparisons test. **** *p* < 0.0001. (**C**) NFκB p65 nuclear translocation was measured via immunofluorescence and brightfield microscopy. HUVECs were treated with 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h, with or without 100 µM Ri pretreatment for 1 h. (**D**) Quantification of (**C**). N = 3; the data represent three independent biological replicates. Statistical significance was determined via the one-way ANOVA with Tukey’s multiple comparisons test. **** *p* < 0.0001.

**Figure 7:**
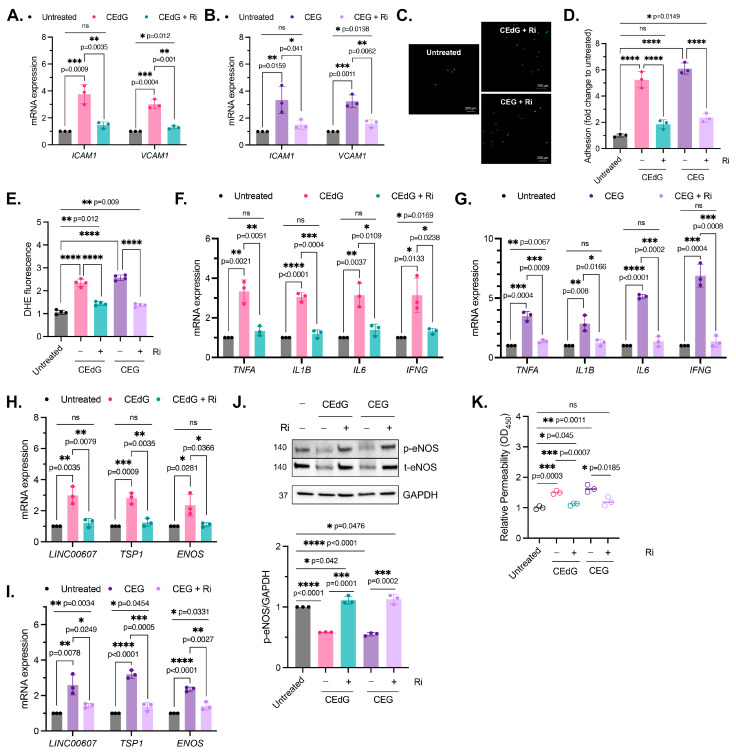
MG adduct-induced endothelial dysfunction is mediated through RAGE signaling. (**A**,**B**) qPCR analysis of *ICAM1* and *VCAM1* in HUVECs pre-treated with 100 µM Ri for 1 h, followed by 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. Statistical significance was determined via multiple unpaired *t*-tests. N = 3; the data represent three independent biological replicates. Untreated, CEdG-treated, and CEG-treated samples were run in tandem and are derived from Figure 2A,B, and are included here for the purpose of the comparison with RAGE inhibitor-treated samples. (**C**) Functional effects on endothelial activation were assessed via the monocyte adhesion assay. HUVECs were pre-treated with 100 µM Ri for 1 h, followed by 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. (**D**) Quantification of (**C**). N = 3; the data represent three independent biological replicates. Statistical significance was determined via the one-way ANOVA with Tukey’s multiple comparisons test. Untreated, CEdG-treated, and CEG-treated samples were run in tandem and are derived from Figure 2D, and are included here for the purpose of the comparison with RAGE inhibitor-treated samples. (**E**) ROS were detected via the dihydroxyethidium (DHE) probe in HUVECs pre-treated with 100 µM Ri for 1 h, followed by 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. N = 4; the data represent four independent biological replicates with technical triplicates. Statistical significance was determined via the one-way ANOVA with Tukey’s multiple comparisons test. Untreated, CEdG-treated, and CEG-treated samples were run in tandem and are derived from Figure 3A, and are included here for the purpose of the comparison with RAGE inhibitor-treated samples. qPCR analysis of (**F**,**G**) *TNFA*, *IL1B*, *IL6,* and *IFNG*, (**H**,**I**) *ENOS*, *LINC00607*, and *TSP1* in HUVECs pre-treated with 100 µM Ri for 1 h, followed by 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. N = 3; the data represent three independent biological replicates. Statistical significance was determined via multiple unpaired *t*-tests. Untreated, CEdG-treated, and CEG-treated samples were run in tandem and are derived from Figure 3B,C and Figure 4A,B, and are included here for the purpose of the comparison with RAGE inhibitor-treated samples. (**J**) Western blot analysis for phosphorylated and total eNOS in HUVECs pre-treated with 100 µM Ri for 1 h, followed by 100 ng/mL of *R*,*S-*CEdG or CEG for 1 h. N = 3. Statistical significance was determined via the one-way ANOVA with Tukey’s multiple comparisons test. Untreated, CEdG-treated, and CEG-treated samples were run in tandem and are derived from Figure 4C, and are included here for the purpose of the comparison with RAGE inhibitor-treated samples. (**K**) Endothelial permeability of HUVECs treated with 100 ng/mL of *R*,*S-*CEdG, or CEG for 6 h, with or without pre-treatment of 100 µM Ri for 1 h. N = 3. Statistical significance was determined via the one-way ANOVA with Tukey’s multiple comparison test. Untreated, CEdG-treated, and CEG-treated samples were run in tandem and are derived from Figure 4D, and are included here for the purpose of the comparison with RAGE inhibitor-treated samples. **** *p* < 0.0001.

**Figure 8:**
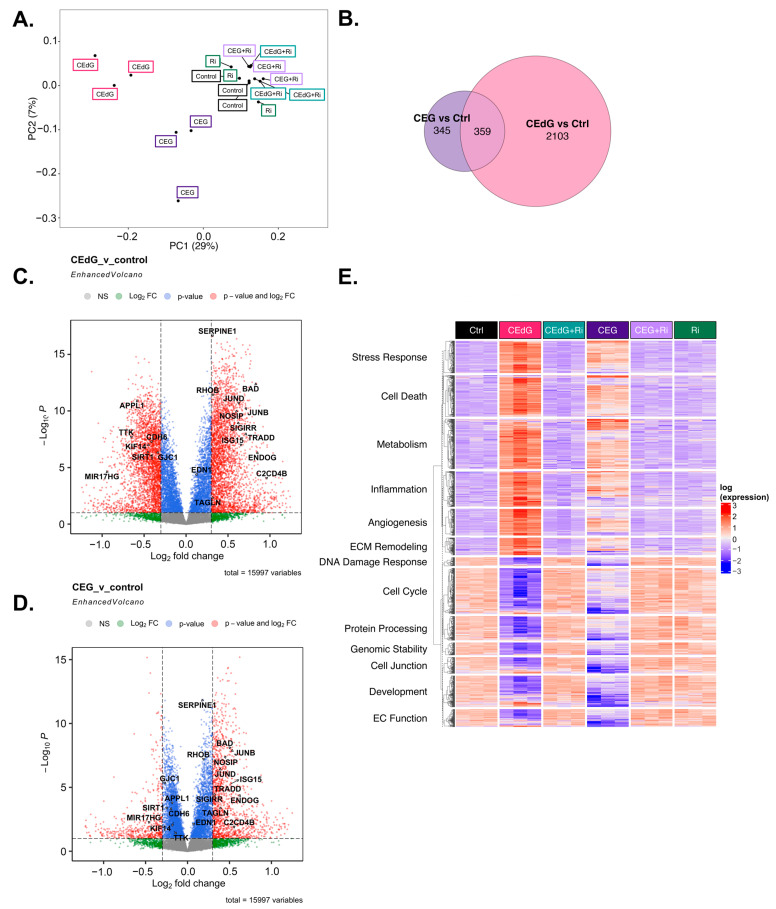
Transcriptomic effect of MG adducts on endothelial cells. (**A**) Principal component analysis of treated HUVEC samples, where replicates are colored according to their respective sample types. (**B**) Venn diagram highlighting the DEGs that meet a threshold of p.adj < 0.1 and log_2_FC of ±0.5 in treated HUVECs. Volcano plot representing a selection of genes and highlighting their fold change and *p*-value in cells treated with (**C**) CEdG or (**D**) CEG. (**E**) Gene heatmap constructed from GO-BP pathways associated with endothelial function. DEGs with p.adj < 0.1 are shown.

**Figure 9:**
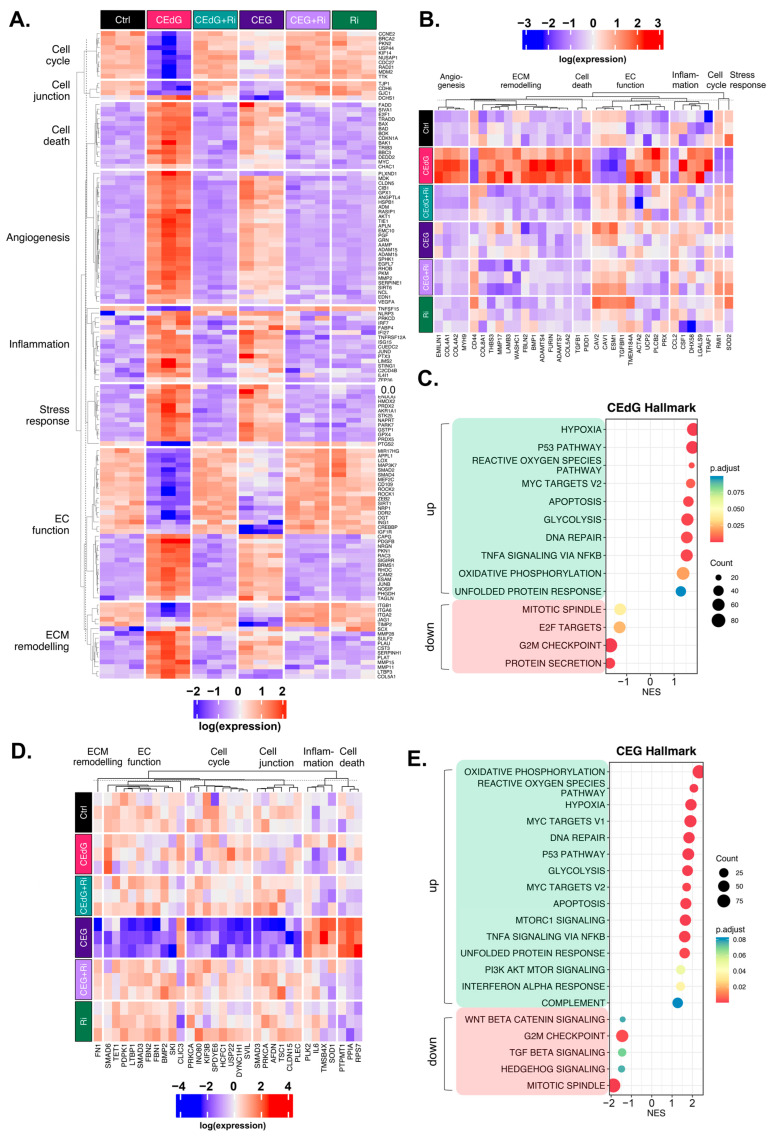
Unique and common changes in gene and pathway expression in HUVECs treated with MG adducts. (**A**) Annotated heatmap highlighting the genes involved in the cell cycle, cell death, cell junction, angiogenesis, inflammation, stress responses, EC function, and ECM remodeling, and their change in expression in response to exposure to either CEdG or CEG, with or without Ri pre-treatment. Common DEGs that are significant (p.adj < 0.1) in both CEdG and CEG are shown. (**B**) DEGs uniquely differently regulated by treatment with CEdG. (**C**) Hallmark pathway analysis for HUVECs treated with 100 ng/mL of *R*,*S-*CEdG for 1 h. (**D**) DEGs uniquely differently regulated by treatment with CEG. (**E**) Hallmark pathway analysis for HUVECs treated with 100 ng/mL of *R*,*S-*CEG for 1 h.

**Figure 10:**
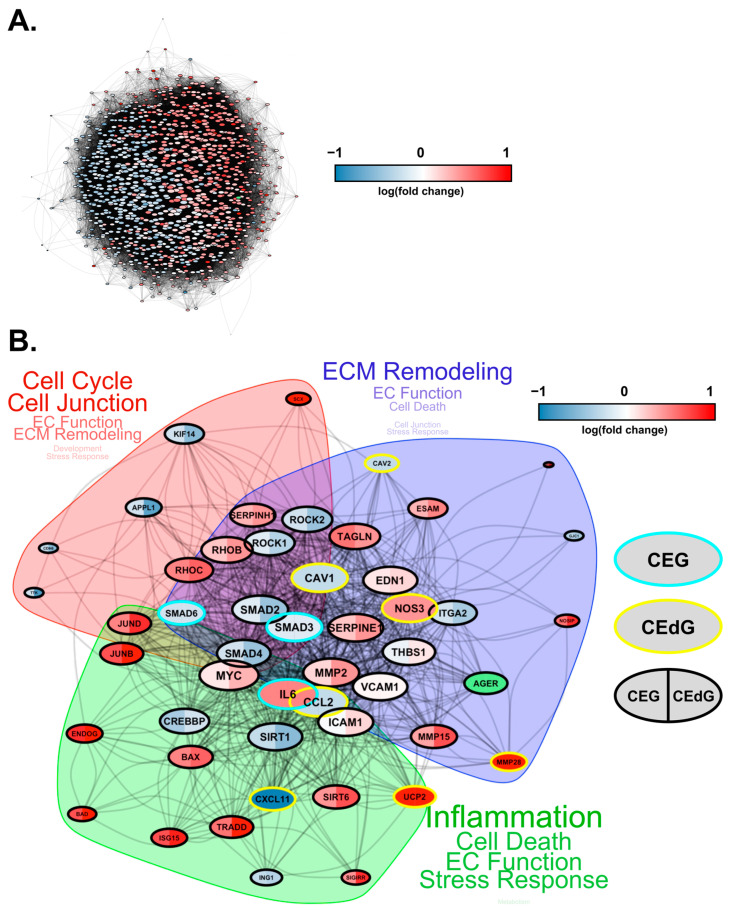
Protein–protein interaction network for DEGs impacted by CEdG and CEG. (**A**) Protein interaction network (STRING DB) showing the interactions among the differentially expressed genes in HUVECs treated with CEdG or CEG. The nodes represent proteins, and the edges connecting the nodes represent interactions. The node size is proportional to the number of interactions, while the color is according to the average log fold-change in CEdG vs the control and CEG vs the control. The RAGE gene is highlighted in green. (**B**) A smaller subnetwork showing the interactions among select DE genes. Nodes (DE genes) that are common between CEdG and CEG are highlighted with black borders. The common nodes are colored using split coloring, where the left half is colored according to the log fold-change in CEG vs the control, while the right half according to CEdG vs the control. Nodes with cyan and yellow borders represent DEGs unique to CEG and CEdG, respectively. The protein interaction network was clustered into three regions, as highlighted by the shaded areas. The key cellular processes represented by each cluster are highlighted next to each cluster, with the size of the text proportional to the number of genes involved in each process.

## Data Availability

The transcriptomic data presented in this study are openly available in the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO), under accession number GSE251645.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox13010085/s1, Table S1: Human primer sequences used for quantitative PCR; Figure S1: MG adducts do not impact HUVEC viability, proliferation, or morphology; Figure S2: Unmodified nucleosides do not induce endothelial dysfunction, activate RAGE, or promote NFκB nuclear translocation; Figure S3: MG adducts do not impact RAGE gene and protein expression in HUVECs; Figure S4: Impact of Ri on HUVEC viability, proliferation, and morphology; Figure S5: Ri does not impact RAGE expression or activation, or induce endothelial dysfunction; Figure S6: GO-BP pathway analysis of MG adduct-treated HUVECs; Figure S7: Time-dependent effects of MG adducts on gene expression; Figure S8: Time-dependent effects of MG adducts on endothelial dysfunction; Figure S9: Time-dependent effects of MG adducts on RAGE activation.

How the deposited data were processed for this re-analysis (not part of the article)

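The re-analysis started from the gene table that the authors deposited for the RNA sequencing of 18 HUVEC libraries, 3 each of Control, Ri, CEdG, CEdG+Ri, CEG and CEG+Ri. Its values are expected counts per gene, which the authors estimated with Partek's expectation/maximization algorithm from reads aligned to hg38 with STAR, after a filter with Bowtie 2 and adapter trimming, and which they deposited without normalization. No reads were processed. Groups and replicate numbers were taken from the labels of the columns. Replicate numbers are the only source for pairing, and a block for them was an alternative.

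Counts were rounded to whole numbers. The library totals ran from 18997857 to 49466807 counts. Expected counts include fractions of reads that map to several genes, so counting error is a lower bound for the error of a value. Genes with a CPM under 0.3 in more than 50% of the libraries were removed, as in the paper. In R 4.3.3, edgeR 4.0.16 was used for TMM normalization and for its robust quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment, in 1 fit of all libraries with a coefficient per group. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F. CPM values of named genes are normalized with the TMM factors and given as mean ± SD of 3 libraries. Each adduct was compared with Control, Ri with Control, and each adduct after Ri with Control and with Ri, CEdG was compared with CEG, and the difference between an adduct's effect without and with Ri was tested as an interaction. A DEG has an adjusted p under 0.1 and an absolute log2 fold change of at least 0.5.

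Principal components used log2 CPM with a prior count of 2, centered per gene. Cell cycle lists came from Seurat 5.3.0 and were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes and a threshold of p = 0.05. The response kept after Ri was tested with an exact permutation test. Gene positions, GC content and transcript length were taken from GENCODE release 44 and its canonical transcripts. The correction for gene length and GC content fitted, in each library, the deviation of log2 expression from the mean of all libraries with natural splines of 6 degrees of freedom for each property, and used the fit as offsets. The alternatives were DESeq2 1.42.0 with its size factors, limma-voom, upper-quartile normalization, 2 other filters on low counts, the replicate block, the length and GC correction with and without the block, fits of the compared groups alone, other thresholds, fgsea 1.28.0 in place of camera, other scalings and gene choices for the principal components, other reference groups, and each replicate left out in turn.

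The steps were tested on simulated data with 200 changed genes among 18685, each changed by 1 on the log2 scale. edgeR called 191 of the changed genes and 7 unchanged ones, DESeq2 189 and 6, and limma-voom 189 and 3. When a slope of 0.3 per 10 points of GC was added to a group, edgeR called 1307 unchanged genes without the length and GC correction and 13 with it. Of 1000 random gene lists, camera put 1% under its threshold. Genes were simulated independently and without a GC slope there. The share thus does not tell how camera treats co-regulated genes of low GC content, such as the cell cycle lists.

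Genes were named by a rule set in advance, apart from any not analysed here: the genes named in the text of section 3.10 of the paper, the qPCR genes of sections 3.3 to 3.7, and for each adduct the 3 largest rises and 3 largest falls among DEGs with a mean CPM of at least 1 and libraries that do not overlap Control. Genes shown only in Figures 8 to 10 were counted by list, and named where at most 5 of a list were exceptions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The pathway gene sets, the protein interaction network and the single measurements of other experiments were not analysed here.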

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

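The length and GC correction was set before the data were examined, while its use in this part as a test of bias and the tests of library identity on the interactions with Ri were chosen after the results were seen.

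The response to CEdG differed between cells without and with Ri for 2617 genes, 1575 with a higher and 1042 with a lower change without Ri, and the response to CEG for 701, 527 and 174. A difference between groups under the same comparison put these results here. With each library corrected for gene length and GC content, 88.5% and 62.3% of these genes no longer passed, a loss in line with a bias of the libraries in GC content or length. The correction removes anything that varies smoothly with either property, biology included, so it could also remove part of a real response. With it, 426 and 326 genes passed, 302 and 264 of them also without it. A bias that this correction captures thus does not explain all of either result. The fit used canonical transcripts and the better expressed genes, so a bias that it misses is not excluded.

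Other technical explanations were tested as well. With all libraries thinned to the smallest total of 18977157 counts, 2596 genes passed for CEdG and 620 for CEG. Without the 10 genes with the most counts, the numbers were 2613 and 700. Among the 7059 protein-coding genes whose exons overlap no exon of another gene, 14.5% passed for CEdG and 2.37% for CEG. Of all genes, 14.0% and 3.75% did. By the correlation of centered log2 CPM, the library closest to each of the 3 CEdG and 3 CEG libraries was of the same group. The same held for 0 of 3 Control, 0 of 3 Ri, 2 of 3 CEdG+Ri and 1 of 3 CEG+Ri libraries. These tests showed no sign that library size or a few abundant genes made the results or that a CEdG or CEG library was exchanged. Since 1025 and 167 genes passed among those without overlap, overlapping exons cannot make the whole of either result. Overlap with introns of other genes was not tested. The 2 shares differ in gene type as well as in overlap, so they do not tell how much overlap contributed, and an exchange among the other 4 groups is not excluded. Copies of genes elsewhere in the genome, RNA from other cells and batches were not tested, and the labels give no batch.

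The interaction was also recomputed under the 32 relabellings that exchange same-numbered libraries within the arm without or with Ri, using the libraries of each comparison alone. For CEdG, 2 of the 32 gave at least as many genes as the real one, which gave 2626, and for CEG also 2, with 705. The 8 relabellings that kept adduct and Control libraries apart without Ri, the real one included, gave 1731 to 2849 genes for CEdG and 345 to 705 for CEG. They differ from one another only in the arm with Ri. The other 24 gave at most 1 gene for either adduct. Since CEdG+Ri and CEG+Ri had 0 and 1 DEGs against Ri, exchanges in that arm could hardly remove the result, so the share does not rule out chance and says little about the arm with Ri. None of the exchanges run in the arm without Ri kept the result. A blunted response through RAGE remains a hypothesis. A bias in GC content or length, limited to the libraries given an adduct alone, could make a large part of these results. The joint correction does not tell GC content from length, and what made the rest was not tested.

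Among genes other than protein-coding ones, which the paper's text discusses in few cases, 824 of 5471 passed the thresholds with CEdG, 428 up and 396 down. They include 460 of 3190 long non-coding RNAs and 294 of 1911 pseudogenes. CEG changed 422, and Ri 0, with 221 at an unadjusted p under 0.05. A signal in genes mostly outside those that the paper discusses, above the level with Ri, put this result here. Among those whose exons overlap no exon of another gene 16.1% passed, against 13.5% of the others. Shared exons thus do not account for the whole number. Reads from an intron of another gene and reads shared with copies elsewhere in the genome were not tested. With the correction for gene length and GC content, 63.3% of the genes no longer passed, which is consistent with a GC or length bias for a part of them. With it 421 passed, 302 of them also without it, so a bias that the correction captures does not explain the whole number. A bias that it misses is not excluded, and a response of non-coding genes to CEdG remains a hypothesis.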

How the results depend on the processing

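The alternatives were chosen before the data were examined, each changes 1 choice unless it names a pair, and where a value changed the cause was not tested. They cover 24 results, counts of DEGs among them, and 85 fold changes of named genes. CEdG+Ri against Ri had 0 DEGs under every alternative run.

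The correction of each library for gene length and GC content changed many of the results. The DEGs were 620 with CEdG, 419 with CEG, 155 with both and 141 between the adducts, and the interactions with Ri 426 and 326. CEG+Ri against Control had 1 DEG. The balance of directions changed as well: CEdG had 285 up and 335 down, CEG had 124 up and 295 down, the shared DEGs 54 up and 101 down, the comparison of the adducts 78 up and 63 down, and the interactions 209 up and 217 down for CEdG, with 142 of 326 up for CEG. The S-phase list with CEdG changed sign to 0.030 (n = 43 genes, camera p = 0.519, adjusted 0.519 over the 8 list comparisons), and the G2/M list was at −0.017 with CEdG (n = 54 genes, p = 0.400, adjusted 0.458) and −0.013 with CEG (p = 0.296, adjusted 0.394). In CEdG+Ri against Ri the G2/M list was at 0.019 (n = 54 genes, p = 0.0625, adjusted 0.250), and PC1 held 17.5% of the variance. Of the gene values 43 kept direction and call, 31 lost the call and 11 changed sign, to 0.020 for *CD44*, −0.092 for *ICAM1*, −0.093 for *TGFB1*, 0.20 for *CAV2*, 0.018 for *CAV1*, 0.056 for *THBS1* with CEG, −0.044 for *NOS3*, −0.079 for *NOS3* with CEG, −0.19 for *AGER*, 0.048 for *LINC00607* and 0.11 for *SOD2*, all with CEdG except where CEG is named.

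Replicate numbers in the labels gave a block of 3. With the block, 19 of 19 results were unchanged and 85 of 85 gene values kept direction and call. A DEG count was taken as unchanged within 1.5 times its main value, whatever its directions, and a gene list by direction and call. The DEGs were 2490 for CEdG, 663 for CEG and 367 for both. Deviations from the group means correlated at −0.010 on average between same-numbered libraries of different groups. This covered 45 pairs and the genes with a mean log2 CPM above 2. Single pairs ran from −0.25 to 0.34, and pairs with different numbers from −0.42 to 0.35, so the numbers carry no sign of pairing. The block together with the length and GC correction gave 622 DEGs with CEdG, 396 with CEG (117 up and 279 down), 151 with both (52 up and 99 down), 140 between the adducts (74 up and 66 down) and 1 in CEG+Ri against Control. Its interactions were 412 for CEdG (193 up and 219 down) and 316 for CEG (141 up and 175 down). Of the gene values 33 lost the call and 11 changed sign, to 0.020 for *CD44*, −0.096 for *ICAM1*, −0.093 for *TGFB1*, 0.20 for *CAV2*, 0.018 for *CAV1*, 0.056 for *THBS1* with CEG, −0.044 for *NOS3*, −0.079 for *NOS3* with CEG, −0.20 for *AGER*, 0.052 for *LINC00607* and 0.11 for *SOD2*, with CEdG unless CEG is named.

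DESeq2 gave 407 DEGs with CEG, 242 with both, an interaction of 339 genes for CEG, and 1 in Ri against Control, 3 in CEG+Ri against Control and 4 in CEG+Ri against Ri. It split the comparison of the adducts into 125 up and 424 down, and 6 gene values lost their call. limma-voom gave 1 DEG in CEG+Ri against Control and 0 against Ri, where 602 genes had an unadjusted p under 0.05 in edgeR. By the rule given for the block, 17 of 19 results were unchanged, and 1 gene value lost and 1 gained a call. Upper-quartile normalization kept 3 of 3 results; 2 gene values lost a call, 1 gained one, and *LINC00607* with CEG changed sign to −0.012. With every gene of at least 1 count kept, CEdG+Ri against Control had 1 DEG, CEdG had 1194 up and 1542 down, 7 gene values lost their call, and *IL6* with CEdG and *LINC00607* with CEG changed sign to −0.0012 and −0.0021. With at least 10 counts required in every library, PC1 held 42.5% and PC2 8.61%, the correlation of the adducts' fold changes across genes was 0.685, and all 76 gene values that could be computed kept direction and call; the other named genes fell below that minimum. With only the compared groups in the fit, Ri and CEdG+Ri each had 1 DEG against Control and CEG+Ri had 5, and 2 gene values lost their call.

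A fold change threshold of 0.3 gave 6157 DEGs with CEdG, 1791 with CEG (1314 up and 477 down) and 1328 with both. Without one, the numbers were 10367, 5954 and 4999 (2893 up and 1957 down with both). An unadjusted p under 0.1 gave 1060 DEGs with CEG, and an adjusted p under 0.05 kept all 3 counts within 1.5 times. With fgsea in place of camera, the S-phase list with CEdG (median −0.12, n = 43 genes) had p = 0.143, adjusted 0.164, the G2/M list with CEG (−0.044, n = 54 genes) p = 0.0637, adjusted 0.0999, and the S-phase list in CEG+Ri against Ri (0.011) p = 0.0385, adjusted 0.0770, with the adjustment over the 8 lists. Against Control in place of Ri, the response kept with Ri changed sign to 0.0054 for CEdG and 0.065 for CEG. Scaling each gene to unit variance put PC1 at 42.1% and PC2 at 10.5%, and the 500 most variable genes put them at 20.5% and 8.82%. With each adduct set against its own group with Ri, the correlation of fold changes was 0.471.

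In the fits that each left out one replicate, the DEGs ranged from 1949 to 2906 with CEdG, 519 to 699 with CEG, 266 to 396 with both and 604 to 961 between the adducts, and the interactions from 2112 to 3070 and 541 to 732. They ranged from 0 to 1 in Ri and in CEG+Ri against Control, and from 0 to 17 in CEG+Ri against Ri. The S-phase median ranged from −0.15 to −0.099 with CEdG (n = 43 genes, unadjusted p = 0.0270 to 0.0514), −0.020 to 0.032 with CEG and −0.00026 to 0.029 in CEG+Ri against Ri, and the G2/M median with CEG from −0.060 to −0.043 (n = 54 genes, p = 0.0207 to 0.0635). PC1 held 24.2 to 29.0%, PC2 7.25 to 8.96%, and the correlation was 0.569 to 0.684. Fold changes that changed sign ranged from −0.10 to 0.12 for *IL6* with CEdG, −0.051 to 0.0034 for *AGER* with CEG and −0.050 to 0.044 for *LINC00607* with CEG. Over all 510 such gene values, 458 kept direction and call, 45 lost the call, 2 gained one and 5 changed sign. Few counts were present for *TRAF1*, *PLCB2*, *FBLN2*, *SCX*, *MMP28*, *CLIC3*, *CXCL11* and *C2CD4B*, whose calls with CEdG or CEG rest on 3 to 77 counts per library.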

Differences from the paper's values

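No test of a cause was run for the values in this part. PC1 held 27.6% of the variance, against the paper's 7% in its text, and PC2 8.07%, against the paper's 29%. None of the alternatives set before the data were examined closed either gap. PC1 ran from 17.5% to 42.5% over them and PC2 from 7.25% to 10.5%. The axes of Figure 8A show about 29% for the first and about 7% for the second dimension, read by eye, from which the values here do not differ by the same rule.

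The paper lists *CCL2* among the genes that CEdG raised. Here it fell, with a log2 fold change of −0.23 (adjusted p = 0.00116, edgeR's quasi-likelihood test), below 0 in all fits run, from −0.28 to −0.19 with each replicate left out, and at −0.040 with the length and GC correction. None of the alternatives run gave a rise.

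The paper lists *TET1* among the genes that CEG lowered. Here its log2 fold change was −0.37 with an adjusted p of 0.120 from edgeR's quasi-likelihood test. It passed 0.1 with limma-voom (log2 fold change −0.38, adjusted p = 0.0859), with upper-quartile normalization (−0.39, 0.0981), without CEG replicate 1 (−0.46, 0.0868), and when the adjustment covered only the 9 genes of its list. Over all alternatives for the log2 fold change of TET1 CEG vs Control, the adjusted p ran from 0.0859 to 0.508.

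*USP22* and *SMAD6* are listed in the paper among the genes that changed with CEG and not with CEdG. Here they also rose with CEdG, by 0.054 and 0.096 (adjusted p = 0.0810 and 0.0877, edgeR's quasi-likelihood test). With the adjustment made over the 9 genes of that list alone, 0 of the 9 passed with CEdG, and 2 of them over all genes. Neither passed with DESeq2, with upper-quartile normalization, with every gene of at least 1 count kept or with only the compared groups in the fit, and each passed in 1 of the 6 fits that each left out one replicate, that without CEdG replicate 1. With the length and GC correction both changed sign with CEdG, to −0.068 and −0.19 (adjusted p = 0.00288 and 3.87e-04, same test).

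The paper presents the genes of Figure 9A as changed by both adducts. Of the 129 analysed here, 128 passed an adjusted p of 0.1 with CEdG and 125 with CEG. *TIMP2* did not pass with CEdG (log2 fold change −0.041). *BRCA2*, *LTBP3*, *SMAD4* and *USP44* did not pass with CEG (−0.13, −0.066, −0.15 and −0.23). With the adjustment made over the list alone, 128 passed with CEdG and all 129 with CEG. With the adjustment over all genes, each of the 5 but *USP44* passed under some alternatives. *TIMP2* did so with DESeq2, with either other filter and with the length and GC correction, *BRCA2* with upper-quartile normalization, with either other filter and with only the compared groups in the fit, and *LTBP3* with upper-quartile normalization, with the length and GC correction and without CEG replicate 1. *SMAD4* passed with DESeq2, limma-voom, upper-quartile normalization, at least 10 counts in every library, the replicate block, only the compared groups in the fit and without CEG replicate 1. With the length and GC correction *BRCA2* and *SMAD4* changed sign, to 0.034 and 0.015.

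For the principal component analysis, the paper's text describes a clear separation between Control, Ri, the adducts without Ri and the adducts after Ri. Here CEdG and CEG stood apart, and the other 4 groups lay close together, with a median distance of 46.4 between their libraries and 47.3 between replicates within them.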

Other observations

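In this part, the tests of GC bias in non-coding and mitochondrial transcripts and of the paper's genes after the length and GC correction, which was itself set before the data were examined, and the look at whole groups among the relabellings, were chosen after the results were seen.

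For each comparison of 3 libraries with 3, the 6 libraries were split in the other ways that part same-numbered libraries, which makes 4 splits with the real one, too few for a share under 0.05, so a real difference cannot be told apart from a chance split by this test. The number of splits with at least as many DEGs was 1 for CEdG against Control, 1 for CEG against Control, 1 for CEdG against CEG and 1 for CEG+Ri against Control. It was 2 for Ri against Control, 3 for CEdG+Ri against Control, 4 for CEdG+Ri against Ri and 2 for CEG+Ri against Ri. For the S-phase list, the splits with a camera p as small were 2 with CEdG, 2 with CEG, 1 in CEdG+Ri and 2 in CEG+Ri against Ri, and for the G2/M list 1, 2, 1 and 1. Over all 10 splits of the 6 libraries, 1 reached the CEdG count and 1 the CEG count, the real one in each case, and the other splits gave 0 DEGs where the real labels gave 2421 for CEdG and 679 for CEG in these fits. For CEdG against CEG the real labels gave 740, and the other splits at most 2. Beyond the 4, the splits part fewer same-numbered pairs. The shared DEGs were tested with 100 relabellings of the 9 libraries that exchange same-numbered ones, of which 7 gave at least the 348 shared genes of the real labels in that fit. All 7 used a whole group as the reference, Control in 3, the real labels included, and CEdG in 4, and gave up to 560 shared genes. The other 93 gave 0 or 1. Of these, 90 had a reference of mixed groups and 3 had the whole of CEG as the reference. Relabellings with a whole group as the reference still compare real groups, so this test does not tell whether chance gives a number this large.

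Across genes, which are not independent replicates, the log2 fold changes of CEdG followed the GC content of the transcript (Spearman's rho 0.716 over 18683 genes, and 0.893 over the 10727 protein-coding genes with a mean log2 CPM above 2). The slope in the latter was 0.32 log2 units per 10 points of GC. For CEG rho was 0.357 with GC content and −0.351 with transcript length, and for Ri 0.00793 with GC content. In the same 10727 protein-coding genes, CEG had a rho of 0.567 with GC content and −0.623 with transcript length. Against Control, CEdG+Ri and CEG+Ri had a rho of −0.171 and −0.105 with GC content over all genes, opposite in sign to the adducts alone. The median rho of CEdG was 0.844 within 10 groups of genes of similar expression (0.370 to 0.900) and 0.756 within 10 groups of similar transcript length (0.455 to 0.808), and rho was 0.695 with all libraries thinned to the smallest total. Expression level, length and library size thus left most of the relation in place. In the 968 long non-coding RNAs and processed pseudogenes above the same level of expression, the slope was 0.25, which is consistent with a bias of the libraries that acts on any transcript. The 13 mitochondrial mRNAs, made outside the nucleus, had a median log2 fold change of −0.40 with CEdG, below 0 in all 13, where the curve of the nuclear genes gives −0.12 at their GC content. Their median absolute distance from the curve was 0.297, and this test could not tell a bias of the libraries from a change in transcripts. With CEG their median was −0.15, below 0 in 12 of 13. A GC-dependent step in preparing the libraries is a candidate explanation, and a response to CEdG that follows GC content is another; the data do not separate them, and no batch is given in the labels.

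The genes of the paper's text that were analysed here make 63 pairs of a gene and an adduct. Of these, 62 had an adjusted p under 0.1, and 26, or 41.9% of them, kept it in the same direction with the length and GC correction, while 6 changed direction, 3 of them with an adjusted p under 0.1. With the fold change threshold of 0.5, 23 passed before and 3 after. A GC or length bias may thus account for part of these calls. For those that stayed, a bias that the correction misses is not excluded. Among all DEGs with CEdG, 1648 of 2473 (66.6%) were protein-coding, and 198 of 620 (31.9%) after the correction; for CEG the shares were 38.0% and 27.4%. Genes with a mean CPM under 1 made 21.3% of the CEdG DEGs before and 39.2% after it.

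The genes that the paper measured by qPCR had these values in the sequenced libraries, and those of *IL6* and *NOS3* are given with Figure 10B. The paper does not state whether both methods used the same samples. From qPCR it reports that both adducts raised *ICAM1*, *VCAM1*, *IL1B*, *IL6*, *ENOS* (*NOS3*), *LINC00607* and *TSP1* (*THBS1*), and left *AGER* unchanged. *ICAM1*, whose exons overlap *ICAM4-AS1* and *LIMASI*, changed by 0.15 with CEdG and −0.019 with CEG, and *AGER*, with 52 to 131 counts per library, by 0.18 and −0.016, none with an adjusted p under 0.1 (from 0.118 to 0.962 in edgeR's quasi-likelihood test). *THBS1*, which overlaps *FSIP1* and *THBS1-AS1*, changed by 0.066 and −0.072 (adjusted p = 6.34e-05 and 7.54e-05, same test). *LINC00607*, which overlaps ENSG00000237525, changed by −0.041 and 0.0091 (adjusted p = 0.634 and 0.938, same test). *VCAM1* and *IL1B* had at most 6 and 10 counts in any library and were removed by the filter on low counts. Thus *ICAM1* and *LINC00607* rose with neither adduct at an adjusted p under 0.1 here, unlike in the paper's qPCR. At that level *THBS1* rose with CEdG and fell with CEG, *IL6* rose with CEG alone and *NOS3* with CEdG alone. With the correction for gene length and GC content, *THBS1* rose with both, by 0.19 and 0.056. The cause of these differences was not tested. *TNF* and *IFNG*, which the paper also measured by qPCR, were not analysed here.

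Among the DEGs with a mean CPM of at least 1 whose treated libraries all lay on one side of Control, which chance gives for 10% of genes not selected as DEGs, the largest rises with CEdG were those of ENSG00000254732 (chromosome 11 from 57741779 to 57804771), ENSG00000288698 (chromosome 3 from 179604807 to 179784179) and ENSG00000290318 (chromosome 3 from 49357176 to 49412051), by 3.53, 3.08 and 2.32. The largest falls with CEdG were those of ENSG00000285608 (chromosome 14 from 32149176 to 32158008), ENSG00000263244 (chromosome 16 from 9104848 to 9113181) and ENSG00000267303 (chromosome 19 from 10315471 to 10320678), at −3.77, −3.04 and −2.82. With CEG the largest rises were those of ENSG00000254732, *SEC16B* (ENSG00000120341, chromosome 1 from 177923956 to 177984303) and *TNFRSF6B* (ENSG00000243509, chromosome 20 from 63696652 to 63698684), by 3.26, 1.40 and 1.36. The largest falls with CEG were those of ENSG00000273590 (chromosome 21 from 7744951 to 7758630, marked as an artifact in the annotation), ENSG00000267199 (chromosome 18 from 12438890 to 12448205) and ENSG00000263244, at −1.40, −1.12 and −1.08. Adjusted p-values of the 6 changes with CEdG lay between 1.61e-07 and 0.0541, and of the 6 with CEG between 2.63e-04 and 0.0731 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 6 fits that each left out one replicate, 4 lost the call of ENSG00000285608, 5 that of ENSG00000273590 and 2 that of *SEC16B*. All of these genes but ENSG00000273590 have exons that overlap another gene, and the division of reads between them rests on the authors' expectation/maximization algorithm. No biological explanation was tested for them.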
